# Reengineering Tumor Microenvironment with Sequential Interleukin Delivery

**DOI:** 10.3390/bioengineering8070090

**Published:** 2021-06-30

**Authors:** Marxa L. Figueiredo, Rachel Letteri, Delphine Chan-Seng, Shreya Kumar, Cosette M. Rivera-Cruz, Todd S. Emrick

**Keywords:** Interleukin-27, targeted IL-27pepL, Interleukin-18, prostate cancer, immune effector signatures, sonoporation, sequential delivery

## Abstract

Some cytokines can reengineer anti-tumor immunity to modify the tumor micro-environment. Interleukin-27 (IL-27) can partially reduce tumor growth in several animal models, including prostate cancer. We hypothesized that addition of IL-18, which can induce the proliferation of several immune effector cells through inducing IFNγ could synergize with IL-27 to enhance tumor growth control. We describe our findings on the effects of IL-27 gene delivery on prostate cancer cells and how sequential therapy with IL-18 enhanced the efficacy of IL-27. The combination of IL-27 followed by IL-18 (27→18) successfully reduced cancer cell viability, with significant effects in cell culture and in an immunocompetent mouse model. We also examined a novel chimeric cytokine, comprising an IL-27 targeted at the C-terminus with a short peptide, LSLITRL (27pepL). This novel cytokine targets a receptor upregulated in tumor cells (IL-6Rα) via the pepL ligand. Interestingly, when we compared the 27→18 combination with the single 27pepL therapy, we observed a similar efficacy for both. This efficacy was further enhanced when 27pepL was sequenced with IL-18 (27pepL→18). The observed reduction in tumor growth and significantly enriched canonical pathways and upstream regulators, as well as specific immune effector signatures (as determined by bioinformatics analyses in the tumor microenvironment) supported the therapeutic design, whereby IL-27 or 27pepL can be more effective when delivered with IL-18. This cytokine sequencing approach allows flexible incorporation of both gene delivery and recombinant cytokines as tools to augment IL-27’s bioactivity and reengineer efficacy against prostate tumors and may prove applicable in other therapeutic settings.

## 1. Introduction

Some cytokines can reengineer anti-tumor immunity to modify the tumor microenvironment. Interleukin (IL)-27 can serve as a therapeutic agent for malignant tumors based on its important role in immunomodulation [1] and its low toxicity profile [2]. IL-27, a member of the IL-12 cytokine family, is composed of subunits IL-27p28 and Epstein-Barr virus-induced gene 3 (*EBI3*), and signals through the IL27RA *(WSX1)* and IL6ST *(gp130)* receptor pair. IL-27 signaling induces T-box transcription factor 21 (Tbx21) and Interferon gamma (IFNγ), promoting initiation of T helper (Th)1 differentiation [3]. IL-27 also has direct transcriptional effects on several cell types, including tumor cells [4], and is able to induce natural killer (NK) and cytotoxic T lymphocyte responses, while reducing angiogenesis through CXCL9-10 upregulation [5]. 

In the present report, we have examined the impact of exogenous IL-27 as an immune-modulating therapy for prostate tumors in cell culture and in vivo. We administered IL-27, either as a recombinant cytokine in vitro or via skeletal muscle (plasmid DNA delivery through sonoporation or sonodelivery), an in vivo administration approach we have utilized in previous studies [6]. Although our previous work indicated that IL-27 could inhibit prostate tumor growth, one limitation was that tumors only showed ~50% growth reduction compared to controls [7]. We hypothesized that addition of IL-18, which can induce the proliferation of several immune effector cells through inducing IFNγ, major histocompatibility complex (*MHC*) class I expression, and also by inhibiting angiogenesis, could synergize with IL-27 to enhance tumor growth control. IL-18 belongs to the IL-1 family of cytokines [8] and has shown promise for inhibiting the growth of prostate adenocarcinoma by ~70% through immune potentiation (enhancing CD4, CD8, and NK cells) [9]. To the best of our knowledge, IL-27 and IL-18 had not yet been combined or sequenced in any in vivo tumor model prior to the present report. Limited in vitro data showed enhanced immune effector activity when NK cells were ‘primed’ with IL-27 [10], and had enhanced cytotoxic effect against tumor cells in culture, but the potential for in vivo tumor reduction remained untested. IL-27 was shown to enhance IFNγ production in a synergistic manner with IL-18 through enhancing Tbx21 expression but without upregulating IL4, IL10, IL17, IL6, or TNF [10]. Our approach of sequentially delivering cytokines can incorporate both gene delivery and recombinant cytokines as tools to help augment their bioactivity and antitumor efficacy. We tested single or sequential IL-27 and IL-18 therapies both in cells and in vivo, finding significant promise for the sequential 27→18 method for prostate tumors. 

In another recent report, we discovered the promise of a new IL-27 cytokine, targeted at the C-terminus with a short ‘peptide L’ (pepL, LSLITRL), which binds the interleukin 6 receptor α (IL-6Rα) upregulated in tumor cells [11] for reducing prostate tumor growth (IL27pepL or 27pepL) [4,12]. We thus compared the 27→18 cytokine sequence with 27pepL monotherapy and also with a 27pepL→18 sequence in this study. We utilized RNA sequencing (RNAseq) to examine pathways and potential modes of action in tumors, finding many common yet some unique pathways and immune effectors that 27pepL might utilize alone, or in combination with IL-18, to halt tumor growth. Overall, we found that the sequential approach (IL-27 or 27pepL-targeted) allows one to flexibly incorporate both gene delivery and recombinant cytokines as tools to augment a cytokine’s bioactivity and efficacy against prostate tumors.

## 2. Materials and Methods

### 2.1. Cell Culture and In Vitro Assays

Mouse TRAMP-C2-Ras cells (TC2R), are modified from the parental TRAMP-C2 prostate adenocarcinoma cells by lentiviral addition of an activated H-ras gene, and was developed and described in [13]. TC2R were maintained in DMEM:F12 (Mediatech, Manassas, VA, USA) with 10% FBS and 1× Antibiotic-Antimycotic (1xAA, Gibco). A Cell Counting Kit 8 (CCK8) (Dojindo) was used to assess the viability of tumor cells in 96-wells. Mouse cytokines were used at 10 ng/mL (IL-18; Medical & Biological Laboratories) and 50 ng/mL (IL-27; R&D Systems). For CCK8 assays, a baseline reading was performed according to the manufacturer’s specifications at day 1 post-seeding (3 × 10^3^ TC2R) in 96-wells, and then at days 3 or 6 with a media switch at day 3. For Luc assays, 10^4^ TC2R cells were seeded in white 96-wells (Corning), and transfection performed with Lipofectamine 2000 (Invitrogen) 24 h later with constructs, all of which contained the firefly luciferase (Luc) reporter gene, under the control of different regulatory elements, as follows: STAT1- and STAT3- (Panomics, Fremont, CA), IFNγ-, TNF-, IL4-, GATA2- (Addgene, Cambridge, MA), ARE(KLK3)-, TRAF6-, IL17α-, and NFATc1- (SwitchGear Genomics, Carlsbad, CA), NFKB- and AP1- (Clontech, Mountain View, CA), with 4% CMV-Bgal (Clontech) as a transfection control [14]. Prior to transfection, the media was changed to 0.5%FBS for 6–8 h, then the 1st cytokine was added with FBS to reach a 2% FBS final concentration. Twenty-four hours later, the second cytokine was added, and ~16 h later, media was aspirated and 50 mL 1xPassive Lysis Buffer (Promega, Madison, WI, USA) added to each well. Five microliters of lysate were used with a Luminescent Beta-galactosidase Detection Kit II (Takara Bio, Mountain View, CA, USA) and 45 uL used in a Luciferase Assay with a Glomax luminometer (Promega, Madison, WI, USA), with results expressed as RLU/sec (10 s integration).

### 2.2. Real Time PCR, Ingenuity Pathway Analyses (IPA), and CamcAPP

For qPCR, we treated TC2R cancer cells with mouse recombinant cytokines IL-27 and/or IL-18, and collected RNA at 24 h post-transfection (RNeasy kit, Qiagen). The cDNA synthesis and qPCR followed published procedures [4,15], with mouse-specific primers. Real time qPCR data were input into Ingenuity Pathway Analysis (IPA, Qiagen), as has been described [4]. For RNAseq data, putative regulator Gene Set Enrichment Analysis (GSEA) was done using Qiagen’s Ingenuity^®^ Pathway Analysis software (IPA version 01-09-02, Qiagen Redwood City, CA, USA, www.qiagen.com/ingenuity (accessed on 2 June 2021)) on genes that passed nominal *p* < 0.05 in comparison to pMCS control treated TC2R tumors vs. other vector treatments using the “Canonical Pathways”, “Upstream Regulators” analyses with qPCR or RNAseq data, and “Graphical Summaries” to integrate data. Upstream regulators with significantly predicted activation or inhibition state (z-score of >2.0 or <−2.0) that also met the Benjamini-Hochberg (B-H) multiple testing correction *p-*value of <0.05 were reported. The B-H corrected *p*-value enables control of the error rate in analysis results to focus in on the most significant biological functions associated with the genes of interest. We utilized CamcAPP (the Cambridge carcinoma of the prostate app) to validate differentially expressed genes (*p* < 0.05; up- or down-regulated) from each therapy relative to the human prostate cancer Cambridge dataset (https://bioinformatics.cruk.cam.ac.uk/apps/camcAPP/ (accessed on 22 May 2021)) [16]. The dataset provided information relevant to clinical covariates such as Gene Profile or Survival, using analysis of variance with z-score transformed data. 

### 2.3. RNAseq Analysis

Total RNA was isolated from tumors (n = 4–6/group) that had been preserved in RNAlater, and kept at −80 °C. Total RNA was isolated using buffer RLT containing 20 mL of 2 M DTT per mL of buffer, and homogenized with a PRO200 homogenizer (MidSci, Valley Park, MO, USA), in three brief pulses at a mid-power of 10–15 s each, keeping the tissue cold by submerging tubes in ice for 30–60 s in between pulses. The lysate was processed using Qiagen RNAeasy (Qiagen, Germantown, MD, USA). Poly(A) RNA sequencing library was prepared following Illumina’s TruSeq-stranded-mRNA protocol and conducted by LC Sciences (Houston, TX, USA). Poly(A) tail-containing mRNAs were purified using oligo-dT magnetic beads with two rounds of purification, and fragmented using divalent cation buffer at elevated temperature. Quality control analysis and quantification of the sequencing library were performed using an Agilent Technologies 2100 Bioanalyzer High Sensitivity DNA Chip. Paired-ended sequencing was performed on Illumina’s NovaSeq 6000. For transcript assembly, Cutadapt [17] and perl scripts in house were used to remove the reads that contained adaptor contamination and low quality bases. Sequence quality was verified using HISAT2 [18] and FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/ (accessed on 1 August 2020)), and to map reads to the mouse genome, reads were assembled using StringTie [19], and transcriptomes merged using perl scripts and gffcompare. StringTie and edgeR [20] were used to estimate transcript expression levels. For differential expression analysis of mRNAs, StringTie was used by calculating fragments per kilobase million (FPKM). The differentially expressed mRNAs were selected with log2 (fold change) > 1 or log2 (fold change) < −1 and with statistical significance (*p* < 0.05) by edgeR. The datasets generated in this study have been submitted to Gene Expression Omnibus (GEO) in GSE178142.

### 2.4. Immune Cell Profiling Analyses Using RNAseq Data

For a general analysis of the immune landscape, we utilized XCell [21] and ImmuCellAI (Immune cell abundance identifier, ICAI) [22] to obtain microenvironment, immune, stromal, or infiltration scores. For a more detailed analysis of the immune cell profiling (>100 cell types), we utilized several recently characterized algorithms, including TIMER2.0 [23] (choosing PRAD-prostate adenocarcinoma), a comprehensive resource for analysis of immune cell infiltration among diverse cancers (http://timer.cistrome.org/ (accessed on 26 February 2021)). TIMER combines multiple algorithms [21,24,25,26,27,28], and we added analyses from the TIP [29] and ImmuCellAI [22] algorithms using TPM input, with prebuilt reference gene signatures. In addition, we utilized the Estimating the Proportion of Immune and Cancer cells (EPIC) algorithm (https://gfellerlab.shinyapps.io/EPIC_1-1/ (accessed on 26 February 2021)) [28] with bulk expression files using FPKM or counts input and reference expression files or signatures from gsea msigdb C7 (https://www.gsea-msigdb.org/gsea/msigdb/ (accessed on 26 February 2021)). (Supplementary Table S1) with https://biit.cs.ut.ee/gprofiler/convert (accessed on 26 February 2021) for formatting gene IDs. We normalized results within each algorithm and used clustvis [30] to represent data trends across algorithms.

### 2.5. In Vivo Studies

Animal care and all experimental protocols were approved by the Purdue University Animal Care and Use Committee (PACUC), and all experiments conform to all relevant regulatory standards (PACUC #1508001279). ARRIVE guidelines and recommendations from an NIH-sponsored workshop have been followed regarding experimental design and reporting standards. Tumor cells (TC2R [13], 5 × 10^5^) were implanted subcutaneously in C57BL6 males (8–10 weeks old) and sonoporation of 12.5 µg of pIL27ns (non-specific peptide at C-term), pIL27pepL (LSLITRL at C-term), or pMCS empty vector control (pcDNA3.1) with polymer rNLSd+ultrasound+MB was carried out (plasmids and sonoporation described in detail in [4]). We administered plasmids intramuscularly on day 4 (average tumor volume of ~30mm3), based on a report of sequential IL-12 and IL-27 therapy [5] and the recombinant IL-18 cytokine intratumorally on day 10, based on a prostate tumor model where localized IL-18 was promising therapeutically [9]. Mice (n = 4–6/group) were randomized by tumor size relative to treatment tested (pMCS, pIL27ns, plus or minus rIL-18). 

### 2.6. Statistical Analyses

Assays were performed in triplicate and values provided as mean ± SEM or 95% confidence interval. Comparisons were performed using unpaired t-tests for in vitro data or one-way analysis of variance analysis (ANOVA) for in vivo data (https://acetabulum.dk/anova.html (accessed on 2 February 2021)) using the Bonferroni t-test, and *p* < 0.05 was considered to indicate a significant difference.

## 3. Results

### 3.1. Sequential Administrion of IL-27 and IL-18 Impacted Prostate Tumor Cell Viability and Gene Expression

We examined the impact of using both cytokines first in recombinant form for initial activity screening. In this *in vitro* setting, we detected significant reduction in TC2R prostate cancer cell viability when IL-27 was used alone or co-administered with IL-18 relative to untreated control (Figure 1A; *, *p* < 0.05) and each single cytokine alone (#, *p* < 0.05). However, the only combination that reduced cell viability significantly relative to either single cytokine was the sequential administration of IL-27 and IL-18 (27→18). Next, we examined the effect of the 27→18 combination relative to single cytokines on differential gene expression in TC2R cells, selecting genes that our lab and others have shown to be modulated by IL-27 or IL-12. The 27→18 combination significantly upregulated key genes predicted to mediate a greater therapeutic impact such as IL12p40, Tbx21, STAT1, and IFNγ (Figure 1B, *, *p* < 0.05 compared to control). Interestingly, IL-18 can synergize with IL-12, and its IFNγ upregulation can act as a feedforward loop by inducing transcriptional activation at the IL-18 promoter [31]. Upregulation of STAT1/Tbx1 indicates induction of genes specific to the IL-27 pathway, whereas a cooperation between IL-27 and IL-18 may promote upregulation of IL12p40. In a reported IL-12→27 sequence, the growth of immunogenic colon and breast tumors was suppressed through a CD4 and CD8 T cell and IFNγ-based anti-tumor response [5]. This would suggest similar immune effector mechanisms for the 27→18 sequence in vivo. 

The qPCR results were input into the Ingenuity Pathway Analysis (IPA) software to examine diseases and organismal functions associated with these gene expression differences. IPA predicted general increases in cancer cell related functions of increased cytotoxicity of cells and reductions in growth of tumors with double cytokine treatments. Although limited to being a tumor cell culture, the gene expression patterns suggested that cytokines might modulate changes in the tumor cells, which could ultimately have an impact on immune cells when translated to an in vivo setting. Tumor microenvironment-related gene expression patterns suggested pathways relating to chemotaxis of phagocytes and recruitment of T lymphocytes (Figure 1C). Based on these functions, predicted to mediate the effects of the 27→18 sequence, we next sought to determine the impact of single or combination cytokines in vivo on the tumor-immune cell microenvironment with a broader study using RNA-seq.

### 3.2. The 27→18 Interleukin Sequence Enhanced Antitumor Activity In Vivo

In vivo, our design was modified due to previous success with delivery of IL-27 using gene therapy methods. We examined the effects of delivering plasmids, encoding either for an untargeted IL-27 (non-specific peptide at the C-term) or a IL27 targeting IL6Rα (IL27pepL), using intramuscular (I.M.) sonoporation relative to control vector (pMCS). The IL-18 was given as a recombinant cytokine (rIL-18) intratumorally, based on a previous study where it could yield partial antitumor responses when administered directly to prostate tumors [9]. 

When testing IL-27 vectors and IL-18 together for potential synergy, we observed a significant reduction in tumor growth rate by day 15 relative to the control vector alone (Figure 2A). The sonodelivery of IL-27 has been previously described by our group [6,7] and utilized a polymer containing nuclear localization signals (rNLSd) complexed with plasmid DNA, delivered I.M. in the presence of microbubbles, and stimulated with ultrasound. By day 21, the 27→18 combination reduced tumor volume by ~21–52% relative to IL-27, IL-18, or vector control. By day 26, the 27→18 combination reduced tumor volume by ~76% relative to the control and by ~50–60% relative to single cytokine groups. Tumor growth rate was inhibited by ~40% for IL-18, ~49% for IL-27, and ~72% for 27→18-treated tumors, relative to control, between days 15 and 26. We next studied the impact of delivering a targeted form of the IL-27 vector, which we have recently described as more potent than wild-type untargeted IL-27 [4,12], because it has IL-27 functions enhanced by IL-6Rα inhibition. Interestingly, the IL-27 targeted to the IL6Rα (27pepL) was as effective as the dual therapy 27→18 (Figure 2B). Most notably, the addition of rIL18 to the 27pepL further magnified its effectiveness (Figure 2B), and produced an impressively efficacious therapeutic and the only group in which tumor volume was reduced over the initial tumor size.

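Tumor RNA from 6 groups of C57BL/6 males carrying subcutaneous TC2R tumors, prostate adenocarcinoma cells of the TRAMP-C2 line with an activated H-ras, was read in 12 libraries, 2 per group. Mice received the empty plasmid pMCS, a plasmid for IL-27, or a plasmid for 27pepL, the IL-27 form carrying the peptide that binds IL-6Rα, at 12.5 µg by sonoporation into muscle on day 4. The groups IL-18 (pMCS plasmid), 27→18 and 27pepL→18 also received recombinant IL-18 in the tumor on day 10, and tumors were taken on day 26. Each library pools RNA from 4 to 6 tumors, and nothing in the labels says whether the 2 libraries of a group come from separate animals, so the p-values given with these groups measure only the spread between libraries, which may be technical. Library totals ran from 49844915 to 76620862 gene counts, and 20417 genes had enough counts to be tested. The correlation of log2 CPM between the 2 libraries of a group was 0.917 for pMCS, 0.961 for IL-18, 0.873 for IL-27, 0.951 for 27→18, 0.945 for 27pepL and 0.939 for 27pepL→18. Genes were tested against pMCS with edgeR, and CPM values are given as replicate 1 and replicate 2, scaled with TMM factors unless called raw. Pathways and cell types were read through 57 marker gene lists written before the data were examined. The lists came from general knowledge and from the pathways and cell types in the paper's results. The choice of lists is therefore not independent of the paper's claims on these same libraries. Beside the adjusted p of a called list stands the number of the group's 2 libraries that lay beyond both pMCS libraries in the list's mean log2 CPM. For lists that were not called it is given only in part, so its absence says nothing about the libraries. Each list was tested with limma's camera at a preset correlation between genes, and again with the correlation estimated for each list, a stricter test that only the liver gene list of the double therapies and 27pepL passed. Another fit took the mean log2 CPM of skeletal muscle and adipocyte genes as covariates. The muscle mean was 2.44 and 1.01 in 27→18 and -1.05 or lower in every other library. The adipocyte mean was highest in IL-27 replicate 1, at 7.89. The covariates thus overlap with these groups, and a call of 27→18 or IL-27 lost in that fit cannot be read as absence of an effect.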

We next examined the mechanisms of therapy on prostate tumors via RNAseq analyses, as described in Materials and Methods. We determined the number of significant (*p* < 0.05) differentially expressed genes (DEG) per treatment group. The IL-18 treatment group had 305 up- and 479 downregulated, IL-27 had 510 up- and 59 downregulated, and IL27pepL had 123 up- and 260 downregulated DEG. 

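At the thresholds stated in the methods, an unadjusted p under 0.05 and a fold change above 2 in either direction, edgeR gave 169 genes higher and 337 lower in IL-18 against pMCS, 702 genes higher and 160 lower in IL-27 and 150 genes higher and 518 lower in 27pepL. After adjustment over all genes, 0 genes passed in IL-18 (219 higher and 358 lower at an unadjusted p under 0.05, against 43 by DESeq2 and 73 by the exact test) and 0 in IL-27 (744 and 188, against 32 by DESeq2 and 3 by the exact test), while 0 rose and 52 fell in 27pepL (223 by DESeq2 and 196 by the exact test in both directions). Most genes that fell in 27pepL code for proteins of the liver, among them transthyretin (Ttr), the serpin Serpina1c and the UDP-glucuronosyltransferase Ugt1a1 (log2 fold change -12.97, standard error 1.78, adjusted p = 0.0493 from edgeR, CPM 0 and 0 against 20.4 and 11.0 in pMCS). At 0 counts the size of that log2 fold change is not measured, only a bound of at least 290-fold lower than pMCS. Ugt1a1 was low in every treated group, at 0.0648 and 0.412 CPM in IL-18 and 0.339 and 0.501 in IL-27. Ttr stayed at 13.9 and 19.0 and at 21.1 and 20.7 in these 2 groups. In IL-18, the ubiquitin ligase Rnf149 (CPM 43.9 and 43.4 against 14.8 and 16.7) and the little studied Fam222b (19.7 and 18.1 against 4.71 and 3.7) had the smallest p among higher genes, and Il17rd, an inhibitor of growth factor signaling (1.17 and 1.52 against 6.15 and 11.8), the smallest among lower ones, all at adjusted p = 1 from edgeR. In IL-27, the natural killer cell receptor Cd244a read 8.88 and 5.9 CPM against 1.61 and 2.66 and the insulin receptor Insr 31.6 and 18.1 against 6.2 and 7.28, both at adjusted p = 1 from edgeR. Rnf149, Fam222b, Cd244a and Insr lay above both pMCS libraries in every treated library, so none is particular to IL-18 or IL-27. Their lowest treated values were 32.5, 10.9, 4.12 and 12.4 CPM. With 1 library left out in turn, the counts at the paper's thresholds ran from 93 to 532 higher and 77 to 724 lower for IL-18, 153 to 1956 and 86 to 762 for IL-27, and 109 to 422 and 336 to 825 for 27pepL. The adjusted count for IL-27 ran from 0 to 432, the highest without IL-27 replicate 2, and that for 27pepL from 30 to 51, with 0 when the compared groups alone were fitted.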

The 27→18 treatment group had 189 up- and 231 downregulated, and the 27pepL→18 had 166 up- and 253 downregulated DEG. 

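In the double therapies the same thresholds gave 143 genes higher and 328 lower in 27→18 and 166 genes higher and 442 lower in 27pepL→18 against pMCS, with ranges of 103 to 407 and 243 to 480, and of 163 to 396 and 312 to 798, when 1 library was left out in turn. After adjustment, 0 genes rose and 48 fell in 27→18 (171 by DESeq2 and 195 by the exact test in both directions), and 0 rose and 47 fell in 27pepL→18 (213 by DESeq2 and 183 by the exact test). With 1 library left out in turn these adjusted counts ran from 5 to 32 and from 28 to 59, and with the compared groups alone in the model they were 0 and 0. Most of the fallers are liver genes again, such as Bhmt, an enzyme of methionine metabolism, and the plasma protein Ahsg, a fetuin. Bhmt was at 0 and 0 CPM in 27→18, at least 230-fold lower than pMCS (log2 fold change -12.85, standard error 0.75, adjusted p = 0.0068 from edgeR). At 0 counts the bound is measured and the size of that log2 fold change is not. Ahsg read 0.0997 and 0 CPM in 27→18 and 0 and 0 in 27pepL→18 against 16.8 and 19.3 in pMCS. The libraries of a group varied with a common dispersion of 0.343, and simulated 4-fold changes passed an adjusted p in 3 of 50 genes. Set side by side, 27→18 and 27pepL differed in 0 genes (252 higher and 137 lower in 27→18 at an unadjusted p under 0.05, 40 by DESeq2 and 39 by the exact test), as did 27pepL→18 and 27pepL (126 and 108, 21 by DESeq2 and 13 by the exact test). The muscle genes Tnnt3 (CPM 19.2 and 6.04 in 27→18 against 0.0723 and 0.157 in 27pepL) and Mylpf (7.67 and 12.5 against 1.07 and 0.506) led the first of these comparisons, and the cyclin Ccnd3 (183 and 78.6 against 12.9 and 22.1) led the second among higher genes. Ino80d, lower in the second at 0.176 and 0.534 CPM against 16.4 and 24.4, had a smaller p than Ccnd3. Against IL-27 alone, 0 genes rose and 50 fell in 27→18 (5 to 211 genes in both directions with 1 library left out, 212 by DESeq2 and 183 by the exact test), and 0 rose and 50 fell in 27pepL (29 to 433, 336 by DESeq2 and 177 by the exact test), mostly the liver genes once more, and with the compared groups alone in the model both counts were 0. The contrast of IL-18 after IL-27 with IL-18 after pMCS passed in 30 genes, all lower and all from the same liver set. It passed in 0 with that liver set left out. The liver genes were near 0 in 27→18 and present in pMCS, IL-18 and IL-27, so an effect of IL-18 cannot be told from a batch. The like contrast after 27pepL passed in 0 (326 and 158 at an unadjusted p under 0.05, 23 by DESeq2).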

From these totals, a list of the top 50 upregulated and bottom 50 downregulated DEG per treatment was input into camcAPP [32] for comparison with human prostate cancer datasets. The summary of correlations found with human prostate cancer DEG and with potential therapeutic impact are presented in Figure S1. Next, we will present the findings on therapy impact on global signaling pathways in prostate tumors by utilizing canonical pathway and upstream regulator analyses.

### 3.3. Overview of Canonical Pathways Modulated by Single and Double Therapies

We examined the effect of therapies on tumors via the Ingenuity Pathway Analysis (IPA) software using the *canonical pathways* analysis, noting several trends among the therapy groups (Figure 3). For example, relative to control vector, most of the therapies (except for IL-27) showed a z-score predicting inhibition of the liver X receptor-retinoid X receptor (LXR-RXR) pathway. Additionally, there was a predicted inhibition in the oxidative phosphorylation pathway, except for those groups that contained IL-27. 

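From pathway z-scores the paper proposes that most therapies other than IL-27 inhibit LXR-RXR, a control point of lipid and sterol handling. Genes that LXR switches on, among them the cholesterol exporter Abcg1 and the apolipoprotein Apoe, had a mean log2 fold change against pMCS of -0.03 (adjusted p = 0.37, median 0.12, higher by camera) in IL-18, -0.34 (adjusted p = 0.57, 1 of 2 libraries, passing members 1 lower over the list alone, 1 lower by DESeq2 and 1 lower by the exact test) in 27→18, -0.98 (adjusted p = 0.25, 2 of 2 libraries, passing members 1 lower over the list alone, 2 lower by DESeq2 and 1 higher and 2 lower by the exact test) in 27pepL and -0.81 (adjusted p = 0.89, median 0.03, 2 of 2 libraries, passing members 1 lower over the list alone, 2 lower by DESeq2 and 2 lower by the exact test) in 27pepL→18, and rose as a list in IL-27 (mean log2 fold change 1.41, adjusted p = 5.7e-07, adjusted p = 0.84 with an estimated correlation, 1 of 2 libraries). Abcg1 read 49.8 and 3.69 CPM in IL-27 against 3.41 and 7.86 in pMCS, so the IL-27 value comes from 1 library, and 5.89 and 5.73 in 27pepL. The LXR-RXR pathway also counts among its members plasma proteins that hepatocytes secrete, such as albumin (Alb) and transthyretin, and these are among the genes that changed most in 27→18, 27pepL and 27pepL→18. Whether they account for the paper's pathway scores was not tested. Raw CPM of Alb was 167 and 211 in pMCS, 141 and 184 in IL-18 and 217 and 207 in IL-27, and 0 in all 6 other libraries, which makes it at least 3331-fold lower than pMCS in 27→18, 4188-fold in 27pepL and 3227-fold in 27pepL→18. Liver plasma protein genes fell as a list, with a mean log2 fold change of -8.57 in 27→18 (adjusted p = 1.8e-200, and 0.0026 with an estimated correlation), -8.93 in 27pepL (adjusted p = 9.1e-173, and 0.0026 with an estimated correlation) and -9.14 in 27pepL→18 (adjusted p = 4.3e-172, and 0.0026 with an estimated correlation), in 2 of 2 libraries of each group. Where a member had 0 counts, the size of its log2 fold change, and so of these means, is not measured. Of 25 members, 12, 13 and 12 fell over all genes in edgeR, and 22, 24 and 24 adjusted over the list alone. In IL-18 and IL-27 the liver list did not pass, at a mean of -0.29 (adjusted p = 0.14) and 0.16 (adjusted p = 0.58), with IL-18 at 2.45 and 3.07 mean log2 CPM, below both pMCS libraries (3.08 and 3.10) in 2 of 2. The switch covers 115 genes at 0.2 raw CPM or more in all 6 libraries of pMCS, IL-18 and IL-27 and under 0.1 in the other 6, whose sum ran from 408 to 625 raw CPM in the first 6 and reached at most 0.44 in the others. None of the 19 other ways to set 3 groups against the remaining 3 has a single such gene. 45 of the 48 genes that fell in 27→18, 46 of 52 in 27pepL and 45 of 47 in 27pepL→18 belong to it. The 3 groups that lack these transcripts were all given a form of IL-27, but so was the IL-27 group, which holds them. No single agent sets these 3 groups apart. Without IL-27 replicate 1, the mean was -0.25 for LXR genes (adjusted p = 0.79).

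**Figure D1:**
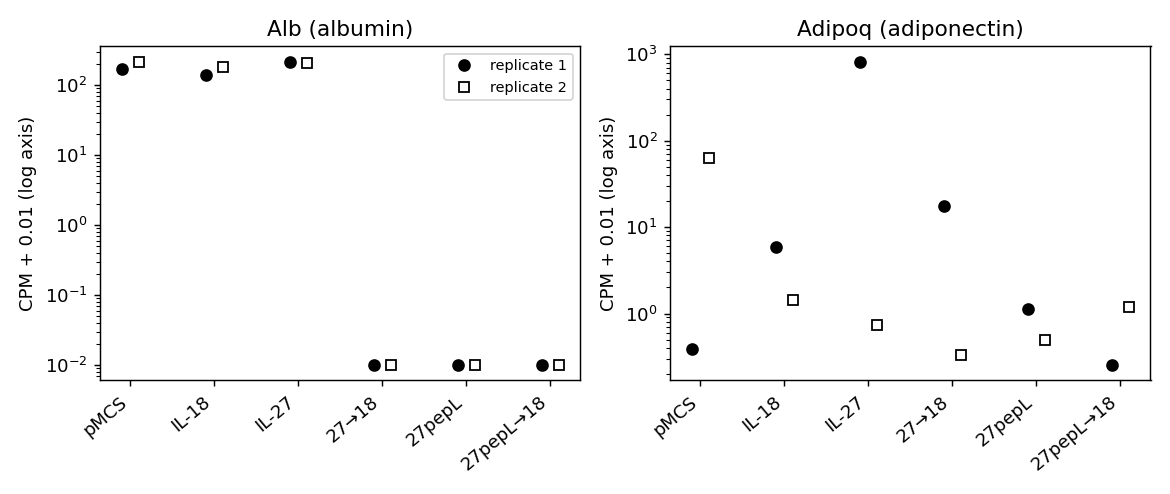
Raw CPM plus 0.01 of the liver gene Alb and the fat gene Adipoq in each library, log axis. Filled circles are replicate 1, open squares replicate 2.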

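Oxidative phosphorylation draws its subunits from 2 genomes, 13 from mitochondrial DNA and the rest from the nucleus. Mitochondrially encoded subunits fell as a list in IL-18 (mean log2 fold change -0.97, adjusted p = 1.2e-06, adjusted p = 0.83 with an estimated correlation, 2 of 2 libraries), in 27pepL (mean -1.16, adjusted p = 4.9e-08, adjusted p = 0.83 with an estimated correlation, 2 of 2 libraries) and in 27pepL→18 (mean -1.22, adjusted p = 6.1e-07, adjusted p = 0.83 with an estimated correlation, 2 of 2 libraries). The complex I gene mt-Nd3 read 316 and 131 CPM in IL-18 and 510.0 and 215 in 27pepL→18 against 972 and 467 in pMCS, and the complex IV gene mt-Co1 3751 and 7687 in 27pepL against 17553 and 10524. The list was at -0.05 (adjusted p = 0.42) in IL-27 and -0.36 (adjusted p = 0.11) in 27→18, with mean log2 CPM of 11.63 and 10.27 in IL-27 against 11.39 and 10.80 in pMCS, and whether groups differ here was not tested. Nuclear subunit genes fell in IL-18 (mean log2 fold change -0.49, adjusted p = 1.6e-07, adjusted p = 0.84 with an estimated correlation, 2 of 2 libraries) and in IL-27 (mean -0.24, adjusted p = 0.0043, adjusted p = 0.94 with an estimated correlation, 1 of 2 libraries), and were at 0.07 (adjusted p = 0.54) in 27→18, -0.13 (adjusted p = 0.39) in 27pepL and -0.06 (adjusted p = 0.8) in 27pepL→18. Ndufb2 of complex I, at 26.3 and 16.0 CPM in IL-18 against 65.4 and 29.6, is one of them. The level of nuclear subunit genes also goes with the library. It was 7.51 to 7.92 mean log2 CPM in libraries with a negative trend over transcript length, pMCS replicate 1 among them. In those with a positive trend, both IL-18 libraries among them, it was 6.77 to 7.26. Libraries differ in mitochondrial RNA apart from treatment, since pMCS replicate 1 held 17505 raw CPM of the mitochondrial ribosomal RNA mt-Rnr2 where the other libraries held 428 to 1952, and mt-Atp6 read 263 and 5555 in the 2 libraries of 27pepL. Taken one by one, 0 members passed in edgeR over all genes or adjusted over the list alone, while 3 of 13 mitochondrial IL-18 genes, 4 of 13 mitochondrial 27pepL genes, 2 of 13 mitochondrial 27pepL→18 genes, 0 of 76 nuclear IL-18 genes and 0 of 76 nuclear IL-27 genes had an unadjusted p under 0.05, and DESeq2 called 0 and the exact test 0. Other means moved with the call kept, to -0.57 for IL-18 mitochondrial genes and -0.24 for IL-18 nuclear genes without pMCS replicate 1 and -0.29 for IL-18 nuclear genes without IL-18 replicate 2. Leaving out IL-27 replicate 1 gave a mean of 0.02 for IL-27 nuclear genes (adjusted p = 0.24), and without pMCS replicate 1 it was 0.01 for IL-27 nuclear genes (adjusted p = 0.47). Calls that held had means of -0.76 for 27pepL mitochondrial genes without pMCS replicate 1, -0.68 for 27pepL mitochondrial genes without 27pepL replicate 1, -2.35 for 27pepL mitochondrial genes without 27pepL replicate 2, -0.56 for IL-27 nuclear genes without IL-27 replicate 2 and -0.36 for IL-27 nuclear genes without pMCS replicate 2. With muscle and adipocyte covariates, the mean was -0.13 for IL-27 nuclear genes (adjusted p = 0.16).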

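Receptors and kinases of the common gamma chain and GM-CSF family let lymphoid and myeloid cells answer cytokines. Tumor RNA does not tell the number of such cells from the level of these transcripts in each cell. In IL-27 these cytokine receptor and JAK-STAT genes rose as a list (mean log2 fold change 1.52, adjusted p = 2.0e-08, adjusted p = 0.84 with an estimated correlation, 1 of 2 libraries), with the GM-CSF receptor Csf2ra at 56.6 and 8.37 CPM and the IL-7 receptor Il7r at 18.4 and 0.947, against 4.73 and 9.18 and 0.449 and 1.73 in pMCS. NK cell genes rose as well (mean 2.65, adjusted p = 9.0e-06, adjusted p = 0.84 with an estimated correlation, 1 of 2 libraries), among them the receptor Klrb1c at 13.6 and 0.353 CPM against 0.284 and 0.709. In both lists replicate 1 of IL-27 holds the rise. In IL-18 the receptor genes were at 0.14 (adjusted p = 0.31) and NK genes at -0.34 (adjusted p = 0.99), with Csf2ra at 10.4 and 6.96 CPM. Markers of Th2 cells were at -0.97 (adjusted p = 0.58) in IL-18 and 1.99 (adjusted p = 0.21) in IL-27, and genes of blood progenitors, where FLT3 acts, at 0.15 (adjusted p = 0.27) and 0.80 (adjusted p = 0.1). Gene by gene, 0 members passed in edgeR over all genes or adjusted over the list alone, while 7 of 24 cytokine receptor genes and 7 of 18 NK genes had an unadjusted p under 0.05, and DESeq2 called 0 and 1 and the exact test 0. Omitting IL-27 replicate 1 gave a mean of -0.35 for cytokine receptor genes (adjusted p = 0.33) and -1.85 for NK genes (adjusted p = 2.2e-04). Under muscle and adipocyte covariates, the mean came to 0.47 for NK genes (adjusted p = 0.079).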

Common to the IL-18 and IL-27, single therapies were predicted activations of IL7, Th2, NK cell, GM-CSF, inositol phosphate-related pathways, and FLT3 signaling in hematopoietic progenitors. 

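Carboxylesterases and lipases break triacylglycerol down in liver and fat, and the retinoid enzymes act in the same cells. Triacylglycerol degradation genes fell as a list in 27pepL (mean log2 fold change -3.30, adjusted p = 2.5e-06, adjusted p = 0.83 with an estimated correlation, 2 of 2 libraries), in 27pepL→18 (mean -4.23, adjusted p = 7.4e-07, adjusted p = 0.83 with an estimated correlation, 2 of 2 libraries) and in 27→18 (mean -2.25, adjusted p = 1.0e-05, adjusted p = 0.83 with an estimated correlation, 2 of 2 libraries). The liver carboxylesterase Ces3a fell on its own in 27pepL and 27pepL→18 (adjusted p = 0.014 and adjusted p = 0.015 from edgeR, 0 CPM in 2 of 2 libraries of each, against 3.05 and 3.13 in pMCS), as 2, 4 and, in 27→18, 2 members did adjusted over the list alone. Ces1d, the main esterase of fat, read 0.318 and 0.0482 CPM in 27pepL and 0 and 0 in 27pepL→18 against 2.51 and 11.8 in pMCS. Summed raw CPM of fat cell genes was 102 in pMCS replicate 1 and 1665 in pMCS replicate 2. Retinoid metabolism genes, for instance the transport protein Rbp4 (2.79 and 2.19 and, in 27pepL→18, 2.03 and 3.52 CPM, against 12.1 and 11.5), were at -0.47 (adjusted p = 0.36, 2 of 2 libraries, passing members 1 lower by DESeq2 and 2 lower by the exact test) and -0.48 (adjusted p = 0.6, 2 of 2 libraries, passing members 1 lower by DESeq2 and 1 lower by the exact test). In a fit without pMCS replicate 2, the mean was -1.44 for 27pepL triacylglycerol genes (adjusted p = 0.19), -2.37 for 27pepL→18 triacylglycerol genes (adjusted p = 0.094) and -0.40 for 27→18 triacylglycerol genes (adjusted p = 0.35). Means that moved but kept their call were -4.29 for 27→18 triacylglycerol genes without 27→18 replicate 1. The call was lost with muscle and adipocyte covariates, at -3.37 for 27→18 triacylglycerol genes (adjusted p = 0.66). Of its members, Lipe, Plin1 and Pnpla2 also belong to the adipocyte covariate.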

Common to the 27pepL groups were predicted reductions in retinol and triacylglycerol-related pathways. 

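TREM1 amplifies inflammation on neutrophils and monocytes, and its targets include the chemokines that draw those cells in. TREM1 genes rose as a list in IL-27 (mean log2 fold change 1.75, adjusted p = 9.0e-11, adjusted p = 0.83 with an estimated correlation, 2 of 2 libraries), 27→18 (mean 1.16, adjusted p = 9.0e-07, adjusted p = 0.84 with an estimated correlation, 2 of 2 libraries), 27pepL (mean 0.70, adjusted p = 0.0015, adjusted p = 0.84 with an estimated correlation, 2 of 2 libraries) and 27pepL→18 (mean 1.02, adjusted p = 1.3e-05, adjusted p = 0.84 with an estimated correlation, 2 of 2 libraries), and were at 0.45 (adjusted p = 0.11, 2 of 2 libraries) in IL-18. The chemokine Ccl3 went from 1.58 and 1.28 CPM in pMCS to 1.68 and 5.44 in 27→18 and 3.53 and 5.8 in 27pepL→18, higher in 4 of 4 libraries. Acute phase genes, with serum amyloid Saa3 at 102 and 7.96 CPM in IL-27 against 2.86 and 9.18, rose in IL-27 (mean 1.59, adjusted p = 6.7e-05, adjusted p = 0.84 with an estimated correlation, 1 of 2 libraries) and were at -0.75 (adjusted p = 0.55, 1 of 2 libraries, passing members 1 higher by the exact test) in 27→18 and -0.96 (adjusted p = 0.94, 0 of 2 libraries, passing members 1 lower by DESeq2 and 1 lower by the exact test) in 27pepL→18. In tests of single genes, 0 members passed in edgeR over all genes or adjusted over the list alone, while 8 of 24 IL-27 TREM1 genes, 5 of 24 27→18 TREM1 genes, 2 of 24 27pepL TREM1 genes and 3 of 24 27pepL→18 TREM1 genes had an unadjusted p under 0.05, and DESeq2 called 1, 0, 0 and 0 and the exact test 0, 2, 0 and 0. Where IL-27 replicate 1 was left out, the mean was 0.36 for IL-27 TREM1 genes (adjusted p = 0.23) and -0.76 for acute phase genes (adjusted p = 0.46), and without pMCS replicate 1 it was 1.38 for acute phase genes (adjusted p = 0.23). The call held but the mean became 2.94 for acute phase genes, 1.90 for 27→18 TREM1 genes, 1.45 for 27pepL TREM1 genes and 1.76 for 27pepL→18 TREM1 genes without pMCS replicate 2.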

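PD-1 and its ligands restrain T cells inside tumors, and interferon raises the ligands on tumor and myeloid cells. Checkpoint receptors and ligands rose as a list in IL-27 (mean log2 fold change 2.02, adjusted p = 5.5e-05, adjusted p = 0.84 with an estimated correlation, 1 of 2 libraries), 27→18 (mean 0.68, adjusted p = 0.019, adjusted p = 0.84 with an estimated correlation, 2 of 2 libraries) and 27pepL→18 (mean 0.48, adjusted p = 0.0496, adjusted p = 0.86 with an estimated correlation, 2 of 2 libraries), with 27pepL at 0.17 (adjusted p = 0.21). The PD-L2 gene Pdcd1lg2 read 1.63 and 2.98 CPM in 27→18 and 1.97 and 1.58 in 27pepL→18 against 0.733 and 0.864 in pMCS, above both controls in 4 of 4 libraries. Cd274, the PD-L1 gene, was at 76.7 and 8.28 CPM in IL-27 and 15.5 and 13.3 in 27→18 against 8.85 and 7.09, and Pdcd1 itself at 2.39 and 2.73 in 27→18 against 1.56 and 2.83. Member by member, 0 members passed in edgeR over all genes or adjusted over the list alone, while 5 of 10 IL-27 genes, 0 of 10 27→18 genes and 0 of 10 27pepL→18 genes had an unadjusted p under 0.05, and DESeq2 called 0 and the exact test 0. With IL-27 replicate 1 left out, the mean was -0.79 for IL-27 genes (adjusted p = 0.77), and without 27→18 replicate 1 it was 0.65 for 27→18 genes (adjusted p = 0.059). Leaving out pMCS replicate 1 gave a mean of 0.98 for 27→18 genes (adjusted p = 0.26) and 0.78 for 27pepL→18 genes (adjusted p = 0.4), and without 27pepL→18 replicate 2 it was 0.25 for 27pepL→18 genes (adjusted p = 0.18). Kept calls came with means of 3.15 for IL-27 genes, 1.77 for 27→18 genes and 1.58 for 27pepL→18 genes without pMCS replicate 2. With muscle and adipocyte covariates the mean rose to 1.66 for 27→18 genes while the call was lost (adjusted p = 0.1 with camera). The muscle covariate is high in 27→18 alone, so that loss decides nothing. Fitted with RLE scaling, the mean was 0.48 for 27pepL→18 genes (adjusted p = 0.0514). In the fit with the length trend covariate, the mean came to 0.41 for 27pepL→18 genes (adjusted p = 0.063).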

In IL-27-containing groups, several inflammation or infection-related pathways were predicted to be activated, including TREM1 signaling, pattern recognition receptors, neuroinflammation, and acute phase response, whereas inhibition of the PD1/PD-L1 cancer immunotherapy pathway was predicted. Dendritic cell maturation was predicted at higher activation scores in IL-27-containing groups, whereas CD28 signaling in Th cells was predicted as activated only for the single therapies. 

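Dendritic cells that mature raise the costimulators Cd80 and Cd86, which bind CD28 on T cells, and the chemokine Ccl22. Mature dendritic cell genes rose as a list in IL-27 (mean log2 fold change 1.67, adjusted p = 2.8e-05, adjusted p = 0.84 with an estimated correlation, 1 of 2 libraries) and were at 0.32 (adjusted p = 0.43, 1 of 2 libraries) in IL-18, 0.12 (adjusted p = 0.21, 2 of 2 libraries, passing members 1 lower by DESeq2) in 27→18, 0.54 (adjusted p = 0.14, 2 of 2 libraries) in 27pepL and 0.32 (adjusted p = 0.27, 1 of 2 libraries) in 27pepL→18. Ccl22 was at 113 and 8.32 CPM in IL-27, 8.04 and 12.3 in 27→18 and 8.51 and 2.98 in IL-18 against 7.64 and 8.88 in pMCS. Cd28 itself was scarce, at 0.373 and 0.125 CPM in IL-18, 4.48 and 0.13 in IL-27 and 0.698 and 0.5 in 27→18 against 0.284 and 0.415, at adjusted p = 1 from edgeR in each of these groups. Cd86 read 7.59 and 5.96 CPM in 27pepL and 4.98 and 9.78 in 27pepL→18 against 2.53 and 4.39. At the level of genes, 0 members passed in edgeR over all genes or adjusted over the list alone, while 7 of 15 mature dendritic cell genes had an unadjusted p under 0.05, and DESeq2 called 0 and the exact test 0. Omitting IL-27 replicate 1 gave a mean of -0.83 for mature dendritic cell genes (adjusted p = 0.54). Other means moved with the call kept, to 2.57 for mature dendritic cell genes without pMCS replicate 2.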

Several T-cell related pathways were predicted as activated in IL18- and/or IL-27-containing groups, including Th1 and TCR signaling. 

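Th1 cells respond to IL-18 through Il18r1 and steer killing by interferon-gamma. In IL-27, Th1 genes (mean log2 fold change 3.19, adjusted p = 0.004, adjusted p = 0.84 with an estimated correlation, 1 of 2 libraries) and T cell genes (mean 2.25, adjusted p = 1.8e-04, adjusted p = 0.84 with an estimated correlation, 1 of 2 libraries) rose as lists, with the receptor chain Trbc2 at 22.4 and 3.58 CPM against 2.55 and 3.49 in pMCS. Th1 genes were at -0.49 (adjusted p = 0.2, 1 of 2 libraries) in IL-18, 0.73 (adjusted p = 0.36, 2 of 2 libraries) in 27→18, 0.33 (adjusted p = 0.55, 1 of 2 libraries) in 27pepL and 1.01 (adjusted p = 0.35, 2 of 2 libraries) in 27pepL→18. T cell genes were at -0.40 (adjusted p = 0.1, 1 of 2 libraries), 0.35 (adjusted p = 0.26, 2 of 2 libraries), -0.06 (adjusted p = 0.8, higher by camera, 0 of 2 libraries) and 0.35 (adjusted p = 0.14, 2 of 2 libraries) in the same 4 groups. Cd4 read 2.51 and 0.636 CPM in IL-18 and 4.08 and 2.94 in 27→18 against 0.899 and 1.52. Considered singly, 0 members passed in edgeR over all genes or adjusted over the list alone, while 3 of 11 Th1 genes and 2 of 23 T cell genes had an unadjusted p under 0.05, and DESeq2 called 0 and the exact test 0. After IL-27 replicate 1 was left out, the mean was -2.47 for Th1 genes (adjusted p = 7.5e-04) and -2.37 for T cell genes (adjusted p = 8.8e-09), and without pMCS replicate 1 it was 3.38 for Th1 genes (adjusted p = 0.0537). The mean with muscle and adipocyte covariates was -0.57 for Th1 genes (adjusted p = 0.75) and -0.16 for T cell genes (adjusted p = 0.99).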

Common to the 27→18 and 27pepL→18 groups were activations of TREM1, IL17, Leukocyte extravasation, ILK, actin-based motility by Rho, Fγδ receptor-mediated phagocytosis in macrophages, and estrogen receptor signaling, among others. 

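The neutrophil attractants Cxcl1, Cxcl2 and Cxcl5 are classic products of IL-17 in stroma and epithelium, and leukocytes that follow them need integrins to cross the vessel wall. IL-17 target genes rose as a list in 27→18 (mean log2 fold change 1.27, adjusted p = 2.7e-04, adjusted p = 0.67 with an estimated correlation, 2 of 2 libraries) and in 27pepL→18 (mean 1.09, adjusted p = 7.1e-04, adjusted p = 0.67 with an estimated correlation, 2 of 2 libraries). Cxcl2 read 2.46 and 8.77 CPM in 27→18 and 4.55 and 4.83 in 27pepL→18 against 1.63 and 1.18 in pMCS, and the collagenase Mmp13 10.0 and 33.1 in 27pepL→18 against 2.13 and 5.08. Extravasation genes rose in 27→18 (mean 0.34, adjusted p = 0.021, adjusted p = 0.84 with an estimated correlation, 1 of 2 libraries) and 27pepL→18 (mean 0.51, adjusted p = 1.8e-04, adjusted p = 0.84 with an estimated correlation, 1 of 2 libraries), where the homing receptor Cxcr4 was at 26.3 and 25.4 and 35.9 and 27.9 CPM against 17.5 and 15.1. Neither list was particular to the double therapies. Extravasation genes were also called higher in IL-18, at 4.83 and 4.94 mean log2 CPM against 4.23 and 4.81 in pMCS (2 of 2 libraries). That call was lost with the length trend covariate (mean 0.17, adjusted p = 0.073 with camera). IL-17 genes were also called higher in IL-27 (2 of 2 libraries). Neither of these calls passed with an estimated correlation. Individually, 0 members passed in edgeR over all genes or adjusted over the list alone, while 3 of 16 27→18 IL-17 genes, 2 higher and 1 lower of 16 27pepL→18 IL-17 genes, 0 of 26 27→18 extravasation genes and 1 of 26 27pepL→18 extravasation genes had an unadjusted p under 0.05, and DESeq2 called 0 and the exact test 0. Where 27→18 replicate 2 was left out, the mean was 0.57 for 27→18 IL-17 genes (adjusted p = 0.084), and without 27→18 replicate 1 it was 0.11 for 27→18 extravasation genes (adjusted p = 0.42). Without pMCS replicate 1, the mean was 0.12 for 27→18 extravasation genes (adjusted p = 0.77) and 0.29 for 27pepL→18 extravasation genes (adjusted p = 0.13). Kept calls came with means of 0.74 for 27→18 extravasation genes and 0.91 for 27pepL→18 extravasation genes without pMCS replicate 2 and 0.22 for 27pepL→18 extravasation genes without 27pepL→18 replicate 2. No call was left with muscle and adipocyte covariates, at 0.06 for 27→18 extravasation genes (adjusted p = 0.53).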

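Stearate and other fatty acids are built by Fasn and its partners under the control of Mlxipl and Srebf1 in fat, liver and many tumors. Fatty acid synthesis genes fell as a list in 27→18 (mean log2 fold change -0.99, adjusted p = 0.0084, adjusted p = 0.84 with an estimated correlation, 2 of 2 libraries), and were at -0.89 (adjusted p = 0.093) in 27pepL and -0.89 (adjusted p = 0.11, 2 of 2 libraries, passing members 1 lower by the exact test) in 27pepL→18. Among its members, Thrsp was at 1.16 and 0 CPM in 27→18 against 3.38 and 13.2 in pMCS and Elovl3 at 0 and 0.077 against 0.497 and 0.397. Fasn itself, the gene of the synthase, was at a log2 fold change of -0.39 in 27→18 (CPM 261 and 125), -0.86 in 27pepL (83.1 and 195) and -0.34 in 27pepL→18 (174 and 227) against 209.7 and 295 in pMCS, at adjusted p = 1 from edgeR in all 3. Tested on their own, 0 members passed in edgeR over all genes or adjusted over the list alone, while 0 of 18 fatty acid synthesis genes had an unadjusted p under 0.05, and DESeq2 called 0 and the exact test 0. Leaving out 27→18 replicate 2 gave a mean of -0.93 for fatty acid synthesis genes (adjusted p = 0.3), and without pMCS replicate 2 it was -0.62 for fatty acid synthesis genes (adjusted p = 0.35). Other means moved with the call kept, to -1.95 for fatty acid synthesis genes without 27→18 replicate 1. With muscle and adipocyte covariates, the mean was -1.16 for fatty acid synthesis genes (adjusted p = 0.11).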

Finally, common to 27pepL and the double therapies, were a predicted increase in LPS/IL1-mediated inhibition of RXR function, and inhibitions of stearate- and retinoate-related biosynthesis pathways. 

### 3.4. Integrating Findings from the Canonical and Upstream Regulators Analyses for the Single Therapies 

We assessed the *upstream regulators* predicted in the different groups using the differentially expressed genes per each therapy (Figure S2). For the IL-18-treated tumors, the top 30 regulators included RICTOR, LARP1, TNF, PGR, TGFβ1, CSF1, SIRT3, CPT1B, IL6, and WNT3a. 

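Translation and growth programs, on which RICTOR, LARP1 and MYC act, were read through ribosomal protein genes and MYC targets in IL-18. Ribosomal protein genes fell as a list (mean log2 fold change -0.64, adjusted p = 8.6e-10, adjusted p = 0.84 with an estimated correlation, 2 of 2 libraries), while MYC targets were at -0.10 (adjusted p = 0.63). The level of ribosomal protein genes also goes with the library, at 10.45 to 11.13 mean log2 CPM in the 5 libraries with a negative trend over transcript length, among them pMCS replicate 1 with 57943 raw CPM of the ribosomal RNA transcript AY036118, and 9.61 to 10.05 in the 7 with a positive one, and its fall in IL-18 was -0.29 (adjusted p = 3.1e-05) with the length trend in the fit. Rps27 went from 2307 and 1034 CPM in pMCS to 812 and 698 in IL-18, and Rpl35 from 3368 and 1354 to 1139 and 849.8. Their messages carry a 5' motif that LARP1 binds, but Larp1 (154 and 221 CPM against 145 and 165) and Rictor (26.2 and 47.5 against 45.1 and 32.8) transcripts did not pass (adjusted p = 1 from edgeR for each). Tgfb1 (log2 fold change 0.77, standard error 0.24, adjusted p = 1 from edgeR) lay above both pMCS libraries in 2 of 2 libraries, at 122 and 139 CPM against 66.2 and 86.6. Myc was at 33.1 and 38.3 CPM against 29.5 and 39.0, the mitochondrial ribosomal gene Mrpl12 at 205 and 151 against 261 and 213 and Mlxipl, the carbohydrate sensor, at 0.6 and 0.524 against 0.71 and 0.985. Taken one by one, 0 members passed in edgeR over all genes or adjusted over the list alone, while 0 of 75 ribosomal protein genes had an unadjusted p under 0.05, and DESeq2 called 0 and the exact test 0. The call held but the mean became -0.18 for ribosomal protein genes without pMCS replicate 1.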

The bottom 18 regulators included MLXIPL, MYC, MYCN, DDX5, DAP3, Lh (complex), TWNK, ADAM12, MRPL12, and FASN (Figure S2A). 

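Interferons switch on antiviral genes and the genes of antigen display in most cells of a tumor. Interferon-gamma response genes (mean log2 fold change 2.72, adjusted p = 1.3e-10, adjusted p = 0.84 with an estimated correlation, 1 of 2 libraries) and type I interferon genes (mean 1.82, adjusted p = 8.3e-09, adjusted p = 0.84 with an estimated correlation, 1 of 2 libraries) rose as lists in IL-27. Irf7, which drives type I interferon, read 176 and 8.06 CPM against 9.53 and 24.0 in pMCS, and the GTPase Gbp4 99.2 and 1.15 against 2.96 and 2.14. Genes of MHC class I (mean 2.00, adjusted p = 4.3e-08, adjusted p = 0.84 with an estimated correlation, 1 of 2 libraries) and class II (mean 3.14, adjusted p = 1.7e-06, adjusted p = 0.83 with an estimated correlation, 1 of 2 libraries) rose alongside, for example Ciita, the switch for class II, at 37.3 and 1.04 against 0.568 and 1.71. In each of these genes replicate 2 lies below the higher pMCS library, so the response is that of 1 library. Il33, an alarmin of stroma, was at 216 and 358 CPM against 149 and 203, and the transglutaminase Tgm2 at 149.6 and 28.1 against 25.0 and 38.0. Gene by gene, 0 members passed in edgeR over all genes or adjusted over the list alone, while 20 of 34 interferon-gamma genes and 8 of 32 type I interferon genes had an unadjusted p under 0.05, and DESeq2 called 0 and the exact test 0. In a fit without IL-27 replicate 1, the mean was -1.80 for interferon-gamma genes (adjusted p = 2.5e-22), -0.90 for type I interferon genes (adjusted p = 1.2e-09), -0.79 for MHC class I genes (adjusted p = 4.6e-06) and -0.17 for MHC class II genes (adjusted p = 0.62). Under muscle and adipocyte covariates, the mean came to 0.05 for interferon-gamma genes (adjusted p = 0.16) and 0.29 for type I interferon genes (adjusted p = 0.0509).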

For IL-27-treated tumors, among the top 30 activated regulators were IFNγ, IFNα/IFNαR, STAT1, IL33, CSF2, NFkB, IRF7, TGM2, IL5, and SMARCA4 (Figure S2B). Among the bottom 30 inhibited regulators were mir-21, Irgm1, SOCS1, INSIG1, TRIM24, HOXA10, ETV6-RUNX1, SIRT1, IL-10RA, and PNPT1. 

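Irgm1 and Socs1 are themselves induced by interferon and then hold inflammation back, and Il10ra serves IL-10. Irgm1 read 148 and 11.8 CPM in IL-27 against 9.96 and 20.5 in pMCS and Il10ra 46.0 and 4.38 against 3.33 and 7.28, so replicate 1 lies above both pMCS libraries and replicate 2 within their range. Socs1 was at 15.7 and 0.111 CPM against 18.3 and 8.88. Insig1, which holds sterol synthesis in check, read 86.0 and 59.2 against 65.9 and 57.2, the deacetylase Sirt1 19.0 and 21.1 against 13.3 and 19.4, the coregulator Trim24 48.1 and 61.2 against 51.5 and 48.5 and Pnpt1, of mitochondrial RNA decay, 54.9 and 54.7 against 60.9 and 56.1. None of these 7 genes passed, with log2 fold changes from -0.78 for Socs1 to 2.40 for Irgm1 at adjusted p = 1 from edgeR. The paper predicts these regulators from the differentially expressed genes, a measure unlike their own transcripts.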

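TNF and CSF1 work on macrophages, and 27pepL was read for their targets. TNF target genes were at a mean log2 fold change of 0.38 (adjusted p = 0.19) and type I interferon genes at 0.15 (adjusted p = 0.22) in 27pepL. Tnf read 1.59 and 0.989 CPM against 1.68 and 0.138 in pMCS, Csf1 60.1 and 116 against 109.7 and 120.1 and the costimulator Cd40 1.65 and 1.1 against 1.63 and 1.57. Il18 was at 3.27 and 3.07 against 3.55 and 2.28 and the mitochondrial deacetylase Sirt3 at 2.82 and 4.91 against 6.46 and 5.63, and 0 of these 5 genes passed (adjusted p = 1 from edgeR for each). The GM-CSF gene Csf2 lay above both pMCS libraries in 2 of 2 libraries, at 1.85 and 0.977 CPM against 0.662 and 0.328 (log2 fold change 1.51, standard error 0.74, adjusted p = 1 from edgeR).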

For the 27pepL treatment, among the top 26 activated regulators were TNF, CSF1, CD40, SIRT3, IFNα, Ig (complex), IL18, TNF, IL3, and mir-33 (Figure S2C). Among the bottom 30 inhibited regulators were HNF1A, HNF4A, SMARCB1, ADIPOQ, PPARγ, NR3C1, FASN, PEPB1, FST, and LONP1. 

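Hnf4a sets hepatocyte identity, and Pparg and Adipoq belong to fat cells. In 27pepL, Hnf4a read 0 and 0.0482 CPM against 1.02 and 1.26 in pMCS (adjusted p = 0.52 from edgeR). It is itself among the switched liver genes that follow whole groups, so a treatment effect cannot be told from a batch. Adipocyte genes fell as a list (mean log2 fold change -4.06, adjusted p = 1.7e-04, adjusted p = 0.84 with an estimated correlation, 1 of 2 libraries), with Adipoq at 1.23 and 0.434 CPM against 0.449 and 59.4 and Gpd1, of glycerol synthesis, at 0.492 and 0.868 against 2.32 and 33.9. In Adipoq and Gpd1 pMCS replicate 1 lies near 27pepL, so the fall rests on pMCS replicate 2. Pparg was at 3.69 and 3.12 CPM against 3.33 and 9.02, the glucocorticoid receptor Nr3c1 at 33.5 and 34.1 against 32.3 and 36.9, Smarcb1 at 90.2 and 104 against 93.3 and 101 and follistatin (Fst) at 4.98 and 7.13 against 4.87 and 7.85. In tests of single genes, 0 members passed in edgeR over all genes or adjusted over the list alone, while 3 of 22 adipocyte genes had an unadjusted p under 0.05, and DESeq2 called 2 and the exact test 1. After pMCS replicate 2 was left out, the mean was 0.94 for adipocyte genes (adjusted p = 0.49).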

To integrate the findings from the canonical pathways and upstream regulators analyses, we utilized the IPA graphical summary feature with a hierarchical representation of the key effects of each of the single therapies on prostate tumors (Figure 4). 

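TNF and IL-6 signal through NF-kB and STAT3, and PPARγ drives the genes of fat cells. In IL-18, TNF and NF-kB target genes were at a mean log2 fold change of 0.37 (adjusted p = 0.11, 2 of 2 libraries), Tnf at 0.648 and 0.611 CPM against 1.68 and 0.138 in pMCS and Il6 at 0.243 and 0.474 against 0.189 and 0.847. Adipocyte genes, the main targets of PPARγ, fell as a list (mean log2 fold change -2.53, adjusted p = 0.028, adjusted p = 0.94 with an estimated correlation, 0 of 2 libraries), as with Car3 at 20.5 and 8.08 CPM against 7.33 and 239 and Cfd at 33.5 and 0.986 against 8.23 and 485. Pparg itself was at 4.62 and 6.08 CPM, -0.21 with a standard error of 0.91 in log2, and Epas1, the HIF-2α gene, at 13.3 and 14.6 against 9.84 and 20.0. Member by member, 0 members passed in edgeR over all genes or adjusted over the list alone, while 0 of 22 adipocyte genes had an unadjusted p under 0.05, and DESeq2 called 2 and the exact test 0. Where IL-18 replicate 1 was left out, the mean was -3.16 for adipocyte genes (adjusted p = 0.069), and without IL-18 replicate 2 it was -2.31 for adipocyte genes (adjusted p = 0.16). Without pMCS replicate 2, the mean was 2.47 for adipocyte genes (adjusted p = 0.031). The call was lost with no filter on low counts, at -2.52 for adipocyte genes (adjusted p = 0.0502).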

For IL-18, the major activated regulators were TNF and IL6, and the inhibited network centered on PPARγ. Other key regulators included TGFB1, SIRT3, CSF1, EPAS1, and RICTOR. Several of these changes appeared to reduce functions associated with cell or organismal death or enhance development of endothelial cells. 

For IL-27, the major regulator was IL2, with links to several immune-signaling molecules including TSLP, IL3, JAK3, STAT1, CD28, IL15, IFNγ, IL1β, and TNF. 

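IL-2 and IL-15 share JAK3 downstream, and both sustain T and NK cells. In IL-27, Jak3 read 29.8 and 6.42 CPM against 11.4 and 7.86 in pMCS and Il15 8.63 and 1.26 against 2.58 and 2.68, while Il2 was at 1.36 and 0 against 0 and 0.19 and the epithelial cytokine Tslp at 5.71 and 4.96 against 4.26 and 4.53. Il1b (log2 fold change 2.98, standard error 0.79, adjusted p = 1 from edgeR) was at 59.1 and 7.07 CPM against 3.33 and 5.03, above both pMCS libraries in 2 of 2 libraries, and Tnf at 6.44 and 0.353. TNF and NF-kB target genes rose as a list (mean log2 fold change 0.74, adjusted p = 1.1e-04, adjusted p = 0.83 with an estimated correlation, 2 of 2 libraries). 0 of these 6 cytokine and kinase genes passed after adjustment, and Il2 at under 2 CPM gives little to test. At the level of genes, 0 members passed in edgeR over all genes or adjusted over the list alone, while 4 of 28 TNF genes had an unadjusted p under 0.05, and DESeq2 called 0 and the exact test 0. With IL-27 replicate 1 left out, the mean was 0.14 for TNF genes (adjusted p = 0.083).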

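Ctla4, the checkpoint receptor of regulatory T cells, read 10.7 and 0.78 CPM in IL-27 against 0.331 and 1.33 in pMCS (log2 fold change 2.78, standard error 1.20, adjusted p = 1 from edgeR). Treg genes rose as a list in IL-27 (mean log2 fold change 1.81, adjusted p = 0.0019, adjusted p = 0.84 with an estimated correlation, 1 of 2 libraries), with the transcription factor Ikzf2 at 4.62 and 0.0742 CPM against 0.26 and 0.726 and Il2ra, the high affinity IL-2 receptor, at 14.4 and 1.19 against 0.757 and 1.92. In these 3 genes replicate 1 of IL-27 lies above both pMCS libraries and replicate 2 does not. Mir21 was not among the genes with enough counts to test, as libraries of messenger RNA seldom hold mature microRNA. Considered singly, 0 members passed in edgeR over all genes or adjusted over the list alone, while 3 of 10 Treg genes had an unadjusted p under 0.05, and DESeq2 called 0 and the exact test 0. Leaving out IL-27 replicate 1 gave a mean of -1.74 for Treg genes (adjusted p = 0.34), and without pMCS replicate 1 it was 1.53 for Treg genes (adjusted p = 0.13). Calls that held had means of 2.93 for Treg genes without pMCS replicate 2. Muscle and adipocyte covariates ended the call, at 0.02 for Treg genes (adjusted p = 0.17).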

Mir-21 and CTLA4 were downregulated. Several pathways were connected to the key regulators, including hematopoiesis, differentiation and binding of mononuclear leukocytes, stimulation of lymphocytes, lymphopoiesis, and Th1 and Th2 pathway activation. 

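Blood cell development and lymphocyte stimulation both leave a trace in genes shared by all leukocytes, such as the tetraspanin Cd53 and the lysosomal Laptm5. Pan-leukocyte genes rose as a list in IL-27 (mean log2 fold change 1.94, adjusted p = 3.4e-19, adjusted p = 0.83 with an estimated correlation, 1 of 2 libraries), with Cd53 at 131 and 19.5 CPM against 11.0 and 22.5 in pMCS and Laptm5 at 351 and 55.0 against 52.1 and 68.3. Replicate 1 alone lies above both pMCS libraries in both genes. Individually, 0 members rose in edgeR over all genes and 1 adjusted over the list alone, while 22 of 31 pan-leukocyte genes had an unadjusted p under 0.05, and DESeq2 called 1 and the exact test 0. Omitting IL-27 replicate 1 gave a mean of -0.10 for pan-leukocyte genes (adjusted p = 0.93).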

For the 27pepL group, the major regulator was TNF, with connections to IFNα1/13, CSF2-CSF1, IL15, CD28, and RELA. Also observed were inhibition of FGF21-PPARγC, oxidation of fatty acid, metabolism of terpenoids and steroids, and LXR/RXR activity. 

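Fatty acid oxidation runs in mitochondria under Ppargc1a, and sterol synthesis supplies cholesterol and the ligands of LXR. Fatty acid oxidation genes were at a mean log2 fold change of -0.35 (adjusted p = 0.56, median 0.05, higher by camera, 0 of 2 libraries, passing members 1 lower by DESeq2) in 27pepL and sterol synthesis genes at -0.15 (adjusted p = 0.31). Cpt1a, the entry step, read 32.0 and 92.9 CPM against 34.2 and 67.8 in pMCS. Fgf21, a liver hormone, was at 0.998 and 0.965 CPM against 1.06 and 0.328 and Ppargc1a at 0.651 and 0.543 against 0.544 and 0.95, both at adjusted p = 1 from edgeR. The lipid genes that fell in 27pepL were those of hepatocytes, for instance Apob (adjusted p = 0.0494 from edgeR, CPM 0 and 0 against 4.23 and 3.72).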

Other inhibited regulators were ADIPOQ and HNF1A/4A. 

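Hepatocytes make most acute phase proteins, and tumor macrophages and fibroblasts make a share of them. Acute phase genes in 27pepL were at a mean log2 fold change of -1.81 (adjusted p = 0.0523, 2 of 2 libraries, passing members 2 lower by DESeq2 and 1 lower by the exact test), with Orm1 at 0.217 and 0 CPM against 3.31 and 6.62 in pMCS, haptoglobin (Hp) at 8.32 and 2.82 against 18.4 and 479.7 and complement C3, which many cells make, at 43.0 and 28.4 against 27.4 and 114. Fibrinogen Fgg, of the liver list and outside this one, fell to 0 and 0 CPM from 6.62 and 4.93 (adjusted p = 0.0095 from edgeR). The insulin receptor gene Insr, at 19.6 and 13.3 CPM, lay above both pMCS libraries in 2 of 2 libraries (adjusted p = 1 from edgeR), as it did in every library of the other treated groups.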

Additional inhibited processes included insulin-related pathways and the acute phase response (inflammatory/infection) signaling.

### 3.5. Integrating Findings from the Canonical and Upstream Regulators Analyses for the Combination Therapies 

For the combination therapies, we also assessed the *upstream regulators* predicted using the differentially expressed genes for each therapy. 

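Interferon-gamma from NK and T cells raises Cxcl9 and the GTPases that fight intracellular microbes, and IL-21 and GM-CSF act on the same cells. Interferon-gamma genes rose as a list in 27→18 (mean log2 fold change 1.03, adjusted p = 3.8e-06, adjusted p = 0.84 with an estimated correlation, 2 of 2 libraries). Cxcl9, which draws T cells in, read 46.8 and 27.5 CPM against 7.97 and 6.81 in pMCS, the GTPase Iigp1 25.2 and 16.8 against 7.26 and 4.99 and Ido1, which breaks tryptophan down, 1.92 and 0.693 against 0 and 0.328. The regulators' own transcripts did not pass, with Csf1 at 131 and 92.9 CPM, Myd88 at 48.4 and 47.7 against 39.9 and 50.8, Tlr3 at 5.79 and 4.79 against 4.38 and 4.63, Tlr4 at 10.9 and 10.7 against 8.28 and 11.3 and Csf2 at 0.611 and 1.98, each at adjusted p = 1 from edgeR. Tested on their own, 0 members passed in edgeR over all genes or adjusted over the list alone, while 0 of 34 interferon-gamma genes had an unadjusted p under 0.05, and DESeq2 called 0 and the exact test 1. Kept calls came with means of 0.66 for interferon-gamma genes without 27→18 replicate 1.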

For the 27→18-treated tumors, the top 30 regulators included IFNγ, CSF1, IL21, LDL, MYD88, P38-MAPK, TLR3/4, CSF2, and IL2 (Figure S3a). Among the 30 bottom regulators were HNF1A/4A, ADIPOQ, IL10RA, and ACOX1, (Figure S3b). 

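Il10ra, on leukocytes, read 13.3 and 10.6 CPM in 27→18 against 3.33 and 7.28 in pMCS, higher than both pMCS libraries in 2 of 2, at adjusted p = 1 from edgeR. Hnf4a was at 0 and 0 CPM, at adjusted p = 0.24 from edgeR. It is itself among the switched liver genes, so a treatment effect cannot be told from a batch that follows the groups. Adipocyte genes fell as a list (mean log2 fold change -1.84, adjusted p = 0.017, adjusted p = 0.94 with an estimated correlation, 1 of 2 libraries), with Lep, the leptin gene, at 0.923 and 0.231 CPM against 0.166 and 10.1, and Adipoq at 16.0 and 0.366. In fat genes both the treated and the control pair are split, 1 library high and 1 low. Taken one by one, 0 members passed in edgeR over all genes or adjusted over the list alone, while 0 of 22 adipocyte genes had an unadjusted p under 0.05, and DESeq2 called 1 and the exact test 0. After 27→18 replicate 2 was left out, the mean was -1.15 for adipocyte genes (adjusted p = 0.9), and without pMCS replicate 2 it was 3.15 for adipocyte genes (adjusted p = 0.028). Other means moved with the call kept, to -5.50 for adipocyte genes without 27→18 replicate 1.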

To integrate the findings from the canonical pathways and upstream regulators analyses, the IPA graphical summary feature was used to represent the key effects of each of the combination therapies on prostate tumors (Figure 5).

For the 27→18 therapeutic sequence, the major activated regulators were IFNγ, IL1α/β, and TNF, and the major inhibited pathway was LXR/RXR, with additional inhibited regulators including ADIPOQ and HNF1A/4A. 

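IL-1 and TNF converge on NF-kB, which in macrophages switches on Il1b and in stroma the neutrophil chemokines. In 27→18, TNF and NF-kB targets rose as a list (mean log2 fold change 0.62, adjusted p = 0.0031, adjusted p = 0.83 with an estimated correlation, 2 of 2 libraries), as did genes of M1 macrophages (mean 0.58, adjusted p = 0.0013, adjusted p = 0.84 with an estimated correlation, 2 of 2 libraries). Il1a went from 0 and 0.518 CPM in pMCS to 2.43 and 1.98 (log2 fold change 3.05, standard error 1.25, adjusted p = 1 from edgeR) and Il1b read 17.0 and 16.4, both higher than either pMCS library in 2 of 2 libraries. Tnf was at 1.01 and 1.21 CPM and Nos2, the nitric oxide synthase of M1 cells, at 4.73 and 5.04 against 2.25 and 2.61. Gene by gene, 0 members passed in edgeR over all genes or adjusted over the list alone, while 2 of 28 TNF genes and 1 of 12 M1 genes had an unadjusted p under 0.05, and DESeq2 called 0 and 0 higher with 1 lower and the exact test 0 and 2. Without 27→18 replicate 1, the mean was 0.46 for TNF genes (adjusted p = 0.069), and without pMCS replicate 1 it was 0.64 for TNF genes (adjusted p = 0.062) and 0.48 for M1 genes (adjusted p = 0.1). Calls that held had means of 1.41 for M1 genes without pMCS replicate 2. Fitted with muscle and adipocyte covariates, the mean was 0.68 for TNF genes (adjusted p = 0.64).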

Several activated regulators (IFNγ, NOD2) connected to the enhanced recruitment of leukocytes, leukopoiesis, differentiation of mononuclear leukocytes, whereas other regulators (TNF, TNFSF11) connected to the recruitment of myeloid cells. For 27pepL→18, the major activated regulators were IFNγ and TNF, whereas inhibited regulators included PPARγ, BCL6, FGF21, HNF1A/4A, NR1H2, and ADIPOQ, impacting functions such as transport/quantity of steroid, oxidation of fatty acids, or flux of lipid. 

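In 27pepL→18, interferon-gamma genes rose as a list (mean log2 fold change 0.48, adjusted p = 0.02, adjusted p = 0.94 with an estimated correlation, 2 of 2 libraries), with Ifi47 at 16.9 and 14.1 CPM against 6.1 and 6.53 in pMCS, and TNF targets were at 0.41 (adjusted p = 0.14). Bcl6, a repressor in germinal center B cells and macrophages, lay above both pMCS libraries in 2 of 2, at 20.5 and 19.4 CPM against 7.31 and 11.9 (log2 fold change 1.05, standard error 0.50, adjusted p = 1 from edgeR). Nr1h2, the LXRβ gene, read 25.8 and 26.8 against 33.6 and 28.0, Fgf21 0.644 and 1.02 and Pparg 4.12 and 3.52. Adipocyte genes fell (mean -4.82, adjusted p = 2.0e-05, adjusted p = 0.84 with an estimated correlation, 1 of 2 libraries), for instance the lipid droplet gene Cidec at 0.41 and 0.0972 CPM against 1.14 and 57.8. Of innate sensors and NF-kB subunits, Tlr7 read 1.8 and 7.4 against 1.3 and 3.2, Tlr9 0.156 and 0.546 against 0 and 0.397, Rela 18.4 and 93.9 against 70.6 and 94.6 and Nfkb1 48.6 and 99.1 against 28.4 and 84.1, all at adjusted p = 1 from edgeR. The oxidation and sterol functions named with them gave a mean of -0.25 (adjusted p = 0.86, median 0.06, higher by camera, 0 of 2 libraries, passing members 1 lower by DESeq2) for fatty acid oxidation genes and -0.12 (adjusted p = 0.53) for sterol synthesis genes. In tests of single genes, 0 members passed in edgeR over all genes or adjusted over the list alone, while 0 of 34 interferon-gamma genes and 2 of 22 adipocyte genes had an unadjusted p under 0.05, and DESeq2 called 0 and 5 and the exact test 0 and 2. Leaving out pMCS replicate 1 gave a mean of 0.50 for interferon-gamma genes (adjusted p = 0.09), and without pMCS replicate 2 it was 0.72 for interferon-gamma genes (adjusted p = 0.061) and 0.18 for adipocyte genes (adjusted p = 0.8). Once 27pepL→18 replicate 1 was left out, the mean was 0.43 for interferon-gamma genes (adjusted p = 0.059). Means that moved but kept their call were 0.30 for interferon-gamma genes without 27pepL→18 replicate 2.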

Most of the activated regulators connected to activate processes such as binding of leukocytes or blood cells and transmigration of cells, with predicted activation of TLR3/7/9, IL1α/β, RELA, and NFkB1.

### 3.6. Immune Profiling Estimated Patterns for Several Effector Cells in Tumors Following Treatments

Based on the IPA analyses identifying many regulators and pathways relating to leucocyte recruitment and differentiation, we estimated that immune effectors would be differentially recruited to tumors and could underlie the therapeutic efficacy differences observed in this study. Utilizing bioinformatics tools for immune cell profiling with the RNAseq data, we performed an initial analysis focusing only on the broad infiltration or microenvironment scores using XCell and ImmucellAI, as described in Materials and Methods. 

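Infiltration by any blood cell raises the genes that all leukocytes share. Pan-leukocyte genes rose as a list in 27→18 (mean log2 fold change 0.74, adjusted p = 1.2e-06, adjusted p = 0.84 with an estimated correlation, 2 of 2 libraries), 27pepL→18 (mean 0.71, adjusted p = 1.1e-05, adjusted p = 0.84 with an estimated correlation, 1 of 2 libraries) and 27pepL (mean 0.52, adjusted p = 4.8e-04, adjusted p = 0.87 with an estimated correlation, 2 of 2 libraries), and were at 0.29 (adjusted p = 0.06, 1 of 2 libraries, passing members 1 higher by the exact test) in IL-18. Lcp1 read 127 and 109 CPM in 27→18, 122 and 65.3 in 27pepL and 93.7 and 167 in 27pepL→18 against 21.5 and 29.7 in pMCS, with 109 and 105 in IL-18 and 217 and 71.7 in IL-27, above both controls in 10 of 10 treated libraries, and the adaptor Lcp2 16.1 and 10.3, 11.7 and 13.3 and 9.01 and 18.3 against 6.13 and 5.91. Differences between the 3 groups, and so their order, were not tested. Member by member, 0 members passed in edgeR over all genes or adjusted over the list alone, while 1 of 31 27→18 genes, 1 of 31 27pepL genes and 1 of 31 27pepL→18 genes had an unadjusted p under 0.05, and DESeq2 called 1, 0 and 1 and the exact test 1, 1 and 1. In a fit without pMCS replicate 1, the mean was 0.29 for 27pepL genes (adjusted p = 0.14), and without 27pepL→18 replicate 2 it was 0.21 for 27pepL→18 genes (adjusted p = 0.064). The call held but the mean became 1.14 for 27→18 genes, 0.93 for 27pepL genes and 1.11 for 27pepL→18 genes without pMCS replicate 2 and 0.47 for 27pepL→18 genes without pMCS replicate 1. In the fit with muscle and adipocyte covariates, the mean came to 0.18 for 27→18 genes (adjusted p = 0.43).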

The XCell analysis showed the highest *Immune Scores* (composite score of immune cell types) for 27→18, followed by 27pepL and 27pepL→18 (Figure 6A). 

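Stroma was read through genes of fibroblasts, which lay down collagen, and of the endothelium of blood vessels. Endothelial genes rose as a list in 27pepL→18 (mean log2 fold change 0.45, adjusted p = 4.8e-04, adjusted p = 0.84 with an estimated correlation, 1 of 2 libraries) and IL-27 (mean 0.88, adjusted p = 2.3e-04, adjusted p = 0.84 with an estimated correlation, 1 of 2 libraries), and were at 0.22 (adjusted p = 0.088) in IL-18, 0.18 (adjusted p = 0.14) in 27→18 and 0.10 (adjusted p = 0.17) in 27pepL. Emcn of small vessels read 35.4 and 29.6 CPM in 27pepL→18 against 12.0 and 17.3 in pMCS, and Gpihbp1, which holds lipase on capillaries, 31.1 and 54.0 against 14.5 and 22.6. Fibroblast genes rose in IL-18 (mean 0.29, adjusted p = 0.012, adjusted p = 0.91 with an estimated correlation, 1 of 2 libraries), where Pdgfrb was at 80.3 and 92.8 CPM against 40.2 and 52.1, and were at 0.38 (adjusted p = 0.14) in IL-27, -0.18 (adjusted p = 0.32) in 27→18, 0.11 (adjusted p = 0.36) in 27pepL and 0.08 (adjusted p = 0.36) in 27pepL→18. At the level of genes, 0 members passed in edgeR over all genes or adjusted over the list alone, while 3 of 23 27pepL→18 endothelial genes, 0 of 23 IL-27 endothelial genes and 1 of 21 IL-18 fibroblast genes had an unadjusted p under 0.05, and DESeq2 called 0 and the exact test 0. Where pMCS replicate 1 was left out, the mean was 0.15 for 27pepL→18 endothelial genes (adjusted p = 0.31), 0.56 for IL-27 endothelial genes (adjusted p = 0.29) and 0.02 for IL-18 fibroblast genes (adjusted p = 0.85), and without IL-27 replicate 1 it was -0.42 for IL-27 endothelial genes (adjusted p = 0.069). Without IL-18 replicate 1, the mean was 0.16 for IL-18 fibroblast genes (adjusted p = 0.08). Kept calls came with means of 0.96 for 27pepL→18 endothelial genes, 1.42 for IL-27 endothelial genes and 0.77 for IL-18 fibroblast genes without pMCS replicate 2, 0.29 for 27pepL→18 endothelial genes without 27pepL→18 replicate 2 and 1.48 for IL-27 endothelial genes without IL-27 replicate 2. The mean with muscle and adipocyte covariates was 0.20 for IL-27 endothelial genes (adjusted p = 0.1). No call was left with the length trend covariate, at 0.05 for IL-18 fibroblast genes (adjusted p = 0.33).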

The Stroma Score was the highest for 27pepL→18. The XCell Microenvironment Score (composite scores of immune cell types and stromal cell types) followed a similar trend as the ICAI infiltration score, with the highest being 27pepL→18, followed by lower scores for 27→18 and 27pepL. The only positive score for the IL18-treated tumors was the ICAI Infiltration Score, which estimates degree of tumor infiltration by immune cells.

A more detailed analysis was carried out next using various algorithms, as described in more detail in Materials and Methods. 

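Immune cell types in the IL-18 tumors were read through their marker genes. Plasma cell genes, led by immunoglobulin Igkc (5.12 and 4.35 CPM against 1.63 and 3.32 in pMCS), rose as a list (mean log2 fold change 1.49, adjusted p = 0.041, adjusted p = 0.84 with an estimated correlation, 1 of 2 libraries). Macrophage genes were at 0.16 (adjusted p = 0.12), with the lipid sensor Trem2 at 15.0 and 8.58 CPM against 10.6 and 12.3, M1 genes at 0.30 (adjusted p = 0.36), M2 genes at 0.01 (adjusted p = 0.43) and monocyte genes at 0.03 (adjusted p = 0.5). Eosinophil genes gave -0.39 (adjusted p = 0.81), neutrophil genes -0.32 (adjusted p = 0.79, median 0.01, higher by camera), Treg genes -0.57 (adjusted p = 0.8) and plasmacytoid dendritic cell genes -0.44 (adjusted p = 0.93). Considered singly, 0 members passed in edgeR over all genes or adjusted over the list alone, while 0 of 11 plasma cell genes had an unadjusted p under 0.05, and DESeq2 called 0 and the exact test 0. Leaving out IL-18 replicate 2 gave a mean of 0.18 for plasma cell genes (adjusted p = 0.29), and without pMCS replicate 1 it was 0.98 for plasma cell genes (adjusted p = 0.58). Other means moved with the call kept, to 3.68 for plasma cell genes without pMCS replicate 2. With the length trend covariate, the mean was 0.98 for plasma cell genes (adjusted p = 0.15).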

Clustering analysis of the results showed a cell type enrichment signature in the IL-18 treated tumors for several immune cell types consistent with the IPA and Reactome pathways implicated in therapy effectiveness, including monocytes, eosinophils, CD4 naïve, regulatory T (Treg), neutrophil, T helper 1 (Th1), macrophages including M1- or M2-polarized, natural killer T cells (NKT), plasma cells, plasmacytoid dendritic cells (pDC), and multipotent progenitor (MPP). For the IL-27-treated tumors, we detected signature enrichment for several cell types, including conventional DC (cDC), mast cells, monocytes, B cells, Lymphoid, myeloid DC (mDC) activated, fibroblasts, follicular T helper (Tfh), CD8a DC (DC8a), pDC, NK1.1 natural killer cells CD11b (NK11) and CD27 CD11b (NK27.11), granulocyte-monocyte progenitor (GMP), M2 macrophages, gamma delta T (Tγδ), and monocytic myeloid-derived suppressive cells (mMDSC) (Figure 6B). 

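Monocytes, mast cells and conventional dendritic cells each carry genes that few other cells share. Monocyte genes (mean log2 fold change 2.25, adjusted p = 2.5e-06, adjusted p = 0.83 with an estimated correlation, 1 of 2 libraries), mast cell genes (mean 2.77, adjusted p = 7.5e-05, adjusted p = 0.83 with an estimated correlation, 1 of 2 libraries) and conventional dendritic cell genes (mean 1.63, adjusted p = 9.1e-04, adjusted p = 0.84 with an estimated correlation, 1 of 2 libraries) rose as lists in IL-27. Ly6c2 of inflammatory monocytes read 88.6 and 0.984 CPM against 0.97 and 3.47 in pMCS, the histidine decarboxylase Hdc of mast cells 5.44 and 1.23 against 0.686 and 0.778 and Flt3, of dendritic cells, 11.5 and 5.29 against 4.99 and 10.5. Of these 3 genes, Hdc alone lies above both pMCS libraries in 2 of 2 libraries. Individually, 0 members passed in edgeR over all genes or adjusted over the list alone, while 7 of 11 monocyte genes, 2 of 9 mast cell genes and 3 of 14 conventional dendritic cell genes had an unadjusted p under 0.05, and DESeq2 called 0 and the exact test 0. Omitting IL-27 replicate 1 gave a mean of -0.92 for monocyte genes (adjusted p = 0.48), 0.47 for mast cell genes (adjusted p = 0.19) and -0.64 for conventional dendritic cell genes (adjusted p = 0.22), and without pMCS replicate 1 it was 1.36 for conventional dendritic cell genes (adjusted p = 0.067). Calls that held had means of 6.06 for mast cell genes and 2.86 for conventional dendritic cell genes without pMCS replicate 2. Under muscle and adipocyte covariates, the mean came to 0.43 for conventional dendritic cell genes (adjusted p = 0.056).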

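Suppressor cells of the myeloid line and M2 macrophages can blunt an antitumor response, while Tfh and gamma delta T cells belong to lymphoid help and early defense. MDSC genes (mean log2 fold change 1.79, adjusted p = 4.2e-08, adjusted p = 0.67 with an estimated correlation, 2 of 2 libraries) and M2 genes (mean 2.11, adjusted p = 2.1e-08, adjusted p = 0.83 with an estimated correlation, 1 of 2 libraries) rose as lists in IL-27, and Clec4e, which senses dead cells, was above both pMCS libraries in 2 of 2 libraries at 11.2 and 2.17 CPM against 1.44 and 0.881. Tfh genes (mean 1.56, adjusted p = 0.013, adjusted p = 0.84 with an estimated correlation, 1 of 2 libraries) and gamma delta T genes (mean 3.78, adjusted p = 0.0094, adjusted p = 0.84 with an estimated correlation, 1 of 2 libraries) rose too, while B cell genes were at 1.65 (adjusted p = 0.38) and plasmacytoid dendritic cell genes at 1.39 (adjusted p = 0.22). The MDSC list had 0 members past edgeR over all genes and 2 adjusted over the list alone, Il1b and Clec4e. Tested on their own, 0 members of the other lists passed in edgeR over all genes or adjusted over the list alone, while 5 of 15 M2 genes, 1 of 6 Tfh genes and 0 of 7 gamma delta T genes had an unadjusted p under 0.05, and DESeq2 called 0 and the exact test 0. After IL-27 replicate 1 was left out, the mean was -0.28 for M2 genes (adjusted p = 0.45), -0.74 for Tfh genes (adjusted p = 0.52) and -0.87 for gamma delta T genes (adjusted p = 0.93), and without pMCS replicate 1 it was 1.83 for Tfh genes (adjusted p = 0.19). Where pMCS replicate 2 was left out, the mean was 4.99 for gamma delta T genes (adjusted p = 0.062). Means that moved but kept their call were 0.69 for MDSC genes without IL-27 replicate 1, 3.29 for M2 genes and 2.82 for Tfh genes without pMCS replicate 2 and 2.93 for Tfh genes without IL-27 replicate 2. The call was lost with muscle and adipocyte covariates, at 0.36 for Tfh genes (adjusted p = 0.2) and 1.63 for gamma delta T genes (adjusted p = 0.11).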

For the 27→18-treated tumors, we detected a cell type enrichment signature of B cells, monocytes, plasma cells, neutrophils, CD8 T effectors, and Tfh. 

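Cytotoxic lymphocytes carry granzymes, and neutrophils the receptor of G-CSF. CD8 and cytotoxic genes rose as a list in 27→18 (mean log2 fold change 1.499, adjusted p = 5.2e-04, adjusted p = 0.84 with an estimated correlation, 2 of 2 libraries), as did neutrophil genes (mean 0.94, adjusted p = 0.0046, adjusted p = 0.84 with an estimated correlation, 2 of 2 libraries), NK genes (mean 1.07, adjusted p = 0.004, adjusted p = 0.84 with an estimated correlation, 2 of 2 libraries) and macrophage genes (mean 0.84, adjusted p = 3.8e-07, adjusted p = 0.84 with an estimated correlation, 2 of 2 libraries). Gzma read 1.1 and 11.7 CPM against 0.189 and 0.328 in pMCS, Gzmb 11.0 and 15.2 against 3.07 and 5.46, Csf3r of neutrophils 3.44 and 4.29 against 0.946 and 1.18 and the complement gene C1qb of macrophages 278 and 249.8 against 78.5 and 143. Monocyte genes were at 0.35 (adjusted p = 0.35), B cell genes at -0.70 (adjusted p = 0.81), plasma cell genes at 1.34 (adjusted p = 0.14, 1 of 2 libraries, passing members 1 higher by the exact test) and Tfh genes at -0.09 (adjusted p = 0.95, median 0.31, higher by camera). Skeletal muscle genes rose in the same 2 libraries (mean 4.79, adjusted p = 2.9e-21, adjusted p = 0.085 with an estimated correlation, 2 of 2 libraries), with Acta1 at 47.5 and 22.4 CPM against 0.426 and 0.743, 0 members over all genes in edgeR and 9 adjusted over the list alone. Of the muscle genes, 12 were higher at an unadjusted p under 0.05 in edgeR, and DESeq2 called 4 and the exact test 8. Taken one by one, 0 members of the CD8, neutrophil, NK and macrophage lists passed in edgeR over all genes or adjusted over the list alone, while 1 of 15 CD8 genes, 0 of 14 neutrophil genes, 1 of 18 NK genes and 0 of 20 macrophage genes had an unadjusted p under 0.05, and DESeq2 called 0 and the exact test 0. With 27→18 replicate 2 left out, the mean was -0.66 for neutrophil genes (adjusted p = 0.93) and 0.23 for NK genes (adjusted p = 0.33), and without pMCS replicate 1 it was 1.71 for neutrophil genes (adjusted p = 0.062) and 1.31 for NK genes (adjusted p = 0.0535). Leaving out pMCS replicate 2 gave a mean of 1.47 for neutrophil genes (adjusted p = 0.0535). Calls that held had means of 0.52 for macrophage genes without pMCS replicate 1 and 1.52 for macrophage genes without pMCS replicate 2. Muscle and adipocyte covariates ended the call, at 0.83 for neutrophil genes (adjusted p = 0.29).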

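In 27pepL, CD8 and cytotoxic genes (mean log2 fold change 1.27, adjusted p = 0.0033, adjusted p = 0.84 with an estimated correlation, 2 of 2 libraries) and NK genes (mean 0.81, adjusted p = 0.012, adjusted p = 0.87 with an estimated correlation, 2 of 2 libraries) rose as lists. Perforin (Prf1), with which killer cells open their targets, read 18.9 and 10.1 CPM against 2.98 and 4.34 in pMCS, above both controls in 2 of 2 libraries, and Cst7, which tunes granzyme activation, 3.63 and 1.88 against 0.591 and 1.07. Th2 genes were at -0.25 (adjusted p = 0.88, higher by camera), B cell genes at -0.65 (adjusted p = 0.88), progenitor genes at 0.17 (adjusted p = 0.39) and conventional dendritic cell genes at -0.11 (adjusted p = 0.8, higher by camera). Gene by gene, 0 members passed in edgeR over all genes or adjusted over the list alone, while 1 of 15 CD8 genes and 1 of 18 NK genes had an unadjusted p under 0.05, and DESeq2 called 0 and the exact test 0. Omitting pMCS replicate 1 gave a mean of 1.05 for NK genes (adjusted p = 0.071), and without 27pepL replicate 1 it was 0.11 for NK genes (adjusted p = 0.33).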

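Macrophage genes (mean log2 fold change 0.69, adjusted p = 2.7e-05, adjusted p = 0.84 with an estimated correlation, 2 of 2 libraries) and M2 genes (mean 0.86, adjusted p = 0.001, adjusted p = 0.84 with an estimated correlation, 1 of 2 libraries) rose as lists in 27pepL, along with M1 genes (mean 0.59, adjusted p = 0.025, adjusted p = 0.85 with an estimated correlation, 2 of 2 libraries). Ms4a7 of tissue macrophages read 47.0 and 22.9 CPM against 6.34 and 12.1 in pMCS and arginase (Arg1), which starves T cells of arginine, 149 and 124 against 40.4 and 53.2, both above both controls in 2 of 2 libraries. In tests of single genes, 0 members passed in edgeR over all genes or adjusted over the list alone, while 1 of 20 macrophage genes, 1 of 15 M2 genes and 0 of 12 M1 genes had an unadjusted p under 0.05, and DESeq2 called 0 and the exact test 0. In a fit without pMCS replicate 1, the mean was 0.37 for macrophage genes (adjusted p = 0.071), 0.49 for M2 genes (adjusted p = 0.25) and 0.49 for M1 genes (adjusted p = 0.26), and without 27pepL replicate 1 it was 0.14 for M2 genes (adjusted p = 0.12) and 0.51 for M1 genes (adjusted p = 0.083). Means that moved but kept their call were 1.38 for macrophage genes, 2.01 for M2 genes and 1.42 for M1 genes without pMCS replicate 2.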

For the 27pepL-treated tumors, we detected enrichment signatures of CD4 T, progenitors GMP and LMPP, B cell class-switching memory cells, three DC signatures including mDC activated, two CD8 T signatures, and three NK signatures including NK.27. For the 27pepL→18 treated tumors, we detected enrichment in endothelial, HSC, mDC resting, neutrophil, Treg, mMDSC, Th2, CD4 memory activated, progenitor lymphoid, CD8, two macrophage or macrophage/monocyte, two HSC, and two NK signatures.

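NK and CD8 cells share their killing machinery, and plasma cells secrete antibody. Plasma cell genes (mean log2 fold change 4.29, adjusted p = 4.7e-06, adjusted p = 0.83 with an estimated correlation, 2 of 2 libraries), NK genes (mean 1.14, adjusted p = 2.5e-04, adjusted p = 0.84 with an estimated correlation, 2 of 2 libraries) and CD8 genes (mean 1.34, adjusted p = 0.0027, adjusted p = 0.84 with an estimated correlation, 2 of 2 libraries) rose as lists in 27pepL→18. Immunoglobulin Ighg3 read 1.21 and 1.46 CPM against 0 and 0 in pMCS and Klra8, an NK receptor, 1.25 and 1.94 against 0.26 and 0.639. Treg genes were at 0.04 (adjusted p = 0.35), Th2 genes at 0.79 (adjusted p = 0.39) and progenitor genes at 0.37 (adjusted p = 0.091). Member by member, 0 members passed in edgeR over all genes or adjusted over the list alone, while 3 of 11 plasma cell genes, 1 of 18 NK genes and 1 of 15 CD8 genes had an unadjusted p under 0.05, and DESeq2 called 0 and the exact test 1, 1 and 1. Other means moved with the call kept, to 6.56 for plasma cell genes without pMCS replicate 2 and 0.82 for CD8 genes without 27pepL→18 replicate 1.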

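Myeloid cells take on scavenging and suppressive programs inside tumors. Macrophage genes (mean log2 fold change 0.87, adjusted p = 2.0e-06, adjusted p = 0.84 with an estimated correlation, 2 of 2 libraries), monocyte genes (mean 0.66, adjusted p = 0.041, adjusted p = 0.87 with an estimated correlation, 2 of 2 libraries) and MDSC genes (mean 0.92, adjusted p = 2.1e-04, adjusted p = 0.83 with an estimated correlation, 2 of 2 libraries) rose as lists in 27pepL→18, and neutrophil genes were at 0.32 (adjusted p = 0.0508). The scavenger receptor Msr1 read 23.3 and 60.0 CPM against 14.9 and 18.0 in pMCS and Clec4d of myeloid suppressor cells 4.74 and 16.8 against 2.89 and 4.29, both above both controls in 2 of 2 libraries. At the level of genes, 0 members passed in edgeR over all genes or adjusted over the list alone, while 0 of 20 macrophage genes, 0 of 11 monocyte genes and 2 of 12 MDSC genes had an unadjusted p under 0.05, and DESeq2 called 0 and the exact test 0. Without pMCS replicate 1, the mean was 0.44 for monocyte genes (adjusted p = 0.47), and without 27pepL→18 replicate 2 it was 0.27 for monocyte genes (adjusted p = 0.26) and 0.45 for MDSC genes (adjusted p = 0.057). Calls that held had means of 0.55 for macrophage genes and 1.47 for MDSC genes without pMCS replicate 1, 1.56 for macrophage genes and 1.28 for monocyte genes without pMCS replicate 2 and 0.42 for macrophage genes without 27pepL→18 replicate 2.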

Thus, overall, the therapies impacted multiple mechanisms relating to antitumor immunity; however, several pathways and immune cells might hinder therapeutic effectiveness, thus opening up avenues for future interventions that could be paired with the cytokine sequences presented here for achieving therapeutic synergy.

## 4. Discussion

In this manuscript, we describe the therapeutic administration of IL-27 in a sequential manner with IL-18 for treating prostate cancer. IL-27 has shown promise in halting tumor growth and mediating tumor regression in several cancer models, including prostate cancer. Previous work by Ziblat et al. [10] showed that IL-27 delivery could prime NK to IL-18’s effects of high-level IFN-γ and cytotoxic action towards Raji, T47D, and HCT116 tumor cells. We therefore hypothesized that the efficacy of our IL-27 gene delivery protocol for prostate tumors could be augmented if combined with IL-18 administration, especially if administered sequentially. For delivery of IL-27, we used intramuscular (I.M.) sonoporation *in vivo* (sonodelivery) of plasmids encoding either untargeted IL-27 (27) or targeted to the IL6Rα (IL27pepL or 27pepL), relative to control vector (pMCS) and in the absence or presence of rIL-18 (IL-18 or 18) intratumoral administration. We chose sonodelivery because we have recently utilized this strategy to achieve partial antitumoral responses for IL-27 [1,7], whereas intratumoral rIL-18 has yielded partial antitumor responses when administered directly to prostate tumors [9]. Initial studies *in vitro* used a qPCR screen with IPA analysis, which presents several limitations, including few directional effects (e.g., downstream functions and upstream regulators). However, this initial data served to choose the initial sequencing of 27→18 as the most promising for *in vivo* validation, as well as validating the priming concept from Ziblat et al [10], but for the first time in prostate tumor cells. Indeed, we observed a significant reduction in tumor growth rate, with the 27→18 combination most substantially reducing tumor volume relative to single cytokine groups. We also explored the impact of the targeted form of IL-27, which we have recently described as more potent than wild-type or untargeted IL-27 [4,12]. Supporting the recent data, the 27pepL was as effective as 27→18. Adding IL18 to the 27pepL (27pepL→18) further magnified its effectiveness, and in this treatment group the average tumor volume was stably controlled.

We next examined the mechanisms of therapy on tumors via RNAseq analyses and determined a comparison canonical pathways analysis across all therapies. Common to most therapies was a downregulation in the LXR/RXR pathway, except for IL-27 alone. The liver X receptors (LXR) are nuclear receptors that integrate metabolic (transcriptional control of lipid metabolism) and inflammatory responses in tumor and immune cells [33]. Their downregulation points to a residual inflammatory tumor microenvironment, which could be therapeutically manipulated to aid in rebalancing the tumor with activated M1 macrophages, for example. In IL-27-containing groups, although the LXR/RXR pathway was upregulated, several other inflammation or infection-related pathways were predicted to be activated, which could impact treatment positively or negatively depending on the cell types present. For example, the TREM1 pathway could be beneficially associated with M1 tumoricidal macrophages, and the predicted inhibition of the PD1/PD-L1 cancer immunotherapy pathway in IL27-containing groups could act to enhance T cell activation, proliferation, and survival [34]. 

Common to IL-18 and IL-27 single therapies were predicted activations of IL7, Th2, NK cell, GM-CSF, inositol phosphate-related pathways, and FLT3 signaling in hematopoietic progenitors. These suggest a potential impact on hematopoietic cell recruitment of both lymphocytic and mononuclear cells, aligning with the immune cell signature analyses. Common to the 27pepL groups were predicted reductions in retinol and triacylglycerol-related pathways, and these could potentially promote or reduce tumor cell growth (via Treg inhibition), depending on the context [35]. Anti-tumor T-cell related pathways were predicted as activated in IL-18- and/or IL-27-containing groups, including Th1 and TCR signaling. Dendritic cell maturation activation was predicted at higher levels in IL27-containing groups. Detrimental (Th2-promoting) pathways included CD28 signaling for both single therapies, and activation of TSLP, a hematopoietic cytokine, for the IL27 therapy group. Common to the 27→18 and 27pepL→18 groups were pathways of enhanced macrophage activity and leukocyte infiltration, and these may be pro- or anti-tumorigenic, depending on the context. IL1 and other proinflammatory mediators identified as activated in the 27pepL, and the double therapies could potentially be detrimental for controlling tumor growth. 

The integration of the canonical pathways and upstream regulators datasets led to graphical summaries that aided in interpretation of therapeutic effects. For IL-18, the major activated regulators were TNF and IL6, with key contributions from TGFB1 and CSF1, and an inhibited PPARγ network. These changes appeared to reduce functions associated with cell or organismal death or enhance development of endothelial cells, which could be detrimental for treating tumors. For IL-27, the major regulator was IL2, with links to many other immune related molecules. Upregulation of JAK-STAT molecules and IFNγ likely underlie the antitumor effect of this therapy and correlate with immune cell signatures detected in tumors. A pro-inflammatory environment (IL1β and TNF) could stimulate tumor growth but also promote tumoricidal M1 macrophage activity. Predicted upregulation of JAK3 and CD28 could inhibit the PD1/PDL1 pathway via CTLA4 inhibition, whereas miR-21 inhibition augments FLT3LG activation. FLT3LG promotes hematopoiesis of lymphocytes and mononuclear cells, and this is enhanced by TNF activation. NFATC1, TSLP, and IFNγ also connected towards predicted enhancement of mononuclear cell differentiation, stimulation of lymphocytes, lymphopoiesis, and Th1 and Th2 pathways. For 27pepL, the major regulator was TNF, with other effectors such as activated IFNα1/13 and CSF1/2, which can help enhance the antitumor effects of IL-27 in the tumor microenvironment, either by impacting lymphocytes (when connecting to IL15-CD28) or myeloid cells (when connecting to RELA activation). Inhibition of FGF21-PPARγ was central to a network of reduced fatty acid oxidation, metabolism of steroids, and LXR/RXR regulation. Interestingly, PPARγ plays a role in controlling inflammation, and its expression increases in advanced prostate cancer; thus, its inhibition has been proposed for prostate cancer prevention and treatment [36]. Other alterations with a tumor-inhibitory impact would be inhibition of ADIPOQ, associated with prostate cancer progression risk [37], and HNF1A/4A, recently proposed as oncogenic in pancreatic cancer [38]. Also inhibited were CEBPB and insulin-related processes, likely contributing to the reduced acute phase response (inflammatory/infection) signaling. 

For the 27→18 sequential delivery technique, the major activated regulators were IFNγ, IL1α/β, and TNF, all predicted to inhibit the LXR-RXR pathway. Another central inhibited regulator was ADIPOQ, and this was predicted to underlie the increases in TNF, IL17A, and IFNγ. Several regulators (e.g., IFNγ, NOD2) connected to enhanced recruitment of leukocytes, leukopoiesis, or differentiation of mononuclear leukocytes. TNF and TNFSF11 activation connected to the recruitment of myeloid cells, potentially relating to the detection of mDC cell signatures by the immune cell profiling analyses. For 27pepL→18, the major activated regulators were IFNγ and TNF, both impacting several molecules (HNF1A/4A, PPARγ, BCL6, FGF21, and NR1H2), which inhibited lipid or steroid transport/quantity, oxidation of fatty acids, and flux of lipid, functions which were connected through a network of reduced LXR-RXR activity. Most of the regulators activated processes such as the binding of leukocytes or blood cells, and transmigration of cells. Also connected through TNF-TNFSF11 were activated TLR3 and RELA, culminating in IL1α/β, NFkB1, and CSF1 activation. This network indicates a potential hub of myeloid cell signaling that could be manipulated therapeutically. 

Based on the many immune-related functions and regulating molecules by IPA analysis, we hypothesized that immune effectors would be differentially recruited to tumors and could underlie the therapeutic efficacy differences. Utilizing bioinformatics strategies for immune cell profiling with the RNAseq data, we observed high immune scores for the dual therapies and targeted IL27 that usually correlate with increases in effectors in tumors. Several immune signature scoring algorithms were used, and these methods have been found to yield results consistent with those derived from immunohistochemistry and related methods examining lymphocyte-specific expression patterns within cancer vs. non-cancer cellular compartments [23,28]. The multiple algorithms included TIMER2.0 (containing XCell, MCP-Counter, QuantiSeq, and others), EPIC, ICAI, and TIP, as described in Materials and Methods. These algorithms have been systematically benchmarked on a variety of tumor types along with characterization of gene signatures of sorted immune cell populations as controls [23,24]. However, the limitations are that these remain bulk tumor transcriptome profiling methods, utilizing gene signature enrichment analyses or deconvolution methods. With the increasing accessibility of single-cell technologies, there will be likely continued improvements in defining immune cell signatures and in computational estimation methods for tumor profiling. 

Clustering analysis of the results showed an enrichment in the *IL-18 treated* tumors for monocytes, macrophages including M1, M2, eosinophils, neutrophil, CD4 naïve, Treg, Th1, NKT, plasma, pDC, and progenitor MPP, some of which align with the functions of phagocytosis and leucocyte migration detected by other analyses. The effector cells Th1 and NKT would likely underlie some of the therapeutic efficacy seen in IL-18 treated tumors; however, the other immune-suppressive cell signatures detected (Treg, M2, pDC, macrophages) may hinder therapeutic efficacy. The detection of MPP progenitors, which very recent data links to later stages of tumor progression, could implicate a subpopulation able to generate pro- or anti-tumorigenic macrophages depending on the context [39]. Inflammatory signals in tumors might promote progenitor accumulation [40]. 

For the *IL-27-treated* tumors, we detected enrichment of signatures for DC (conventional or cDC (IFN-producing), myeloid DC or mDC (activated), DC8a (CD8a), and plasmacytoid DC or pDC), mast cell, monocyte, B cell, Lymphoid, fibroblast, Tfh, NK.11 (CD11b) and NK.27.11 (CD27/CD11b), granulocyte-monocyte progenitor (GMP), M2 macrophages, Tγδ, and monocytic MDSC (mMDSC). The effector cells (NK, Th1, other T cells, c/mDC) likely underlie the therapeutic efficacy observed in IL-27-treated tumors; however, there were other residual immune-suppressive cells (M2, mMDSC, pDC), which could hinder therapeutic efficacy. Tfh is a CD4 T helper subset (T follicular helper) was recently found to correlate with improved survival when increased in tumors and, along with B cells, can mediate the response to checkpoint inhibitors in mouse models of augmented mutation burden in breast cancer [41]. The GMP can partially underlie the increases in monocytic cells, although these also are able to induce Treg, and are often biased toward myeloid differentiation in tumors, worsening prognosis [42]. In future iterations of IL27 therapies, targeting the GMP stage for depletion may enhance efficacy by controlling myeloid cell burden [43]. The NK signatures detected have important implications, with NK.27 and NK.27.11 being more cytotoxic than NK.11 [44].

For the *27pepL-treated* tumors, we detected enrichment of signatures for CD4, NK/NK.27, CD8 T, mDC activated/DC, GMP and lymphoid-myeloid progenitors (LMPP), and B cell class-switching memory. These e-signatures were different than for untargeted IL-27, suggesting that the higher therapeutic efficacy of 27pepL might relate to certain combinations of effectors, such as NK.27 combined with CD8T, which can act in synergy [23], activated DCs, and/or progenitors including the LMPP, which may act as pro- or anti-tumorigenic, providing both lymphoid (antitumor) and myeloid (antitumor M1 or immune suppressive M2, MDSC) cells.

For the dual therapies, we detected, for *27→18-treated* tumors, enrichment of B cell, monocyte, plasma cell, Neutrophil, Tfh, CD8T effector/CD8, mDC activated, fibroblast, and Tfh signatures. CD8 signatures were more prominent for this treatment, and CD8 infiltrations correlate with better prognosis and are an important predictor of response to immune therapy [45]. For the *27pepL→18 treated* tumors, we detected enrichment of endothelial cells, macrophage/monocytes, NK, HSC, mDC resting, neutrophil, Treg, mMDSC, Th2, CD4 memory activated, progenitor Lymphoid, and CD8. These results suggest that several effectors could underlie the highest efficacy for this therapy combination, including NK, mDC, and CD8, although several immune suppressive cells may be residual following therapy, including Treg and mMDSC, as well as endothelial cells, which could be detrimental to therapy. Interestingly, HSC and progenitor cells retain a certain degree of mobility, with a small fraction of progenitors constantly recirculating between BM and peripheral blood, surveilling extramedullary sites and participating in local immune responses [46]. They are recruited to sites of injury [47] and react to inflammatory stimuli with proliferation differentiation into myeloid cells, as well as with secretion of chemokines and cytokines.

In conclusion, although some inflammatory regulators remain in the 27pepL and combination therapies, the signaling context of reduced PPARγ and LXR-RXR activation and the presence of certain immune cell effectors may help explain the higher therapeutic success of these modalities relative to the untargeted cytokine controls. There seems also to be a role suggested by detection of a CD8 T signature in the most effective therapies. Overall, the analyses utilized and their integration gave different insights into the therapies, suggesting some future directions to enhance the present IL27-based therapeutics, including the combination of 27pepL with inhibition of PD1/PD-L1, CSF1/2, or LXR-RXR ligands, which may target tumor and immune cells such as macrophages. Other potentially useful parameters to promote the efficacy of 27pepL-based therapeutics may involve inhibition of TSLP, TNF, and IL1α/β signaling that direct the immune balance towards CD8 T lymphocytes in tumors.

Furthermore, the present work may impact treatment of other disease types and cancer types, but with careful consideration of the application and the inflammatory status of the tissue(s) to be treated. For example, because IL-18 has recently been shown to have an unfavorable predictive role in some inflammatory contexts (non-alcoholic fatty liver disease (NAFLD) [48]), for certain therapeutic settings it might be best to utilize 27 or 27pepL single therapies. IL-27 has been reported to augment the anti-tumor effects of sorafenib on bladder cancer cells [49]; thus, there could be promise for utilizing 27-related therapies for this cancer type. One interesting approach could be to engineer IL-27 with a C-terminal peptide mimic of sorafenib as a novel therapy. Future preclinical studies might examine the potential for evolving IL-27-based therapies and combinations with other cytokines for the treatment of bladder cancer.

## Figures and Tables

**Figure 1:**
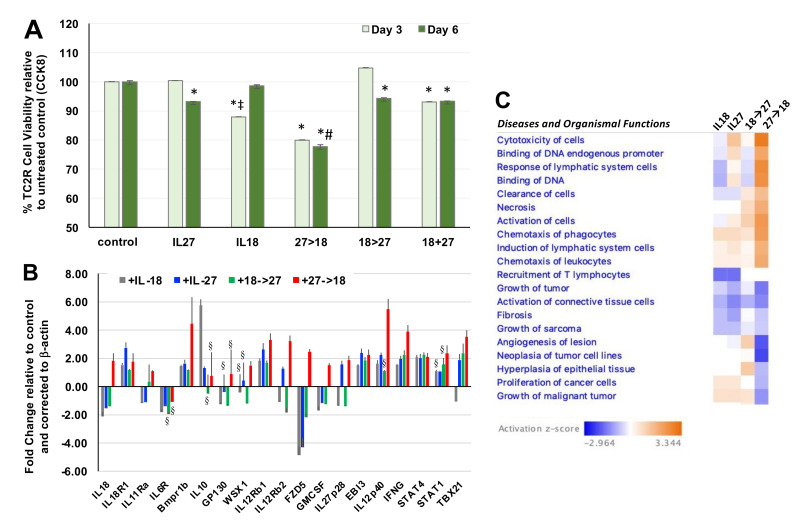
Impact of IL-27 and IL-18 administration sequence on prostate tumor cell viability. (**A**) The effect of treating prostate cancer cell line TC2R with cytokines was assessed at day 3 or 6, relative to day 1, using CCK8 cell viability assay with triplicate wells and expressed as a % relative to untreated control. Groups are untreated (control), IL-18, or IL-27 single cytokines, or combinations of cytokines. For the sequential administration, the baseline CCK8 is read at day 1, post seeding of cells. Then, on day 1, the first cytokine is given for 48 h, then media switched on day 3 to include both cytokines for another 48h, media switched again on day 5, and CCK read at day 6 (at 120 h). *, *p* < 0.05 relative to the ‘no treatment’ group. #, *p* < 0.05 relative to the IL-27 and IL-18 groups. ‡, *p* < 0.05 for the IL18 group relative to IL27; (**B**) Gene expression in TC2R cells (qPCR), mean value ± SD from triplicates; color bar, fold change over control untreated and corrected to β-actin housekeeping gene; All are significant (*p* < 0.05, two-tailed t-test) relative to control, except those marked with the symbol §, *p* > 0.05; (**C**) Diseases and Organismal Functions using Ingenuity Pathway Analyses. *Color bar*, activation z-score.

**Figure 2:**
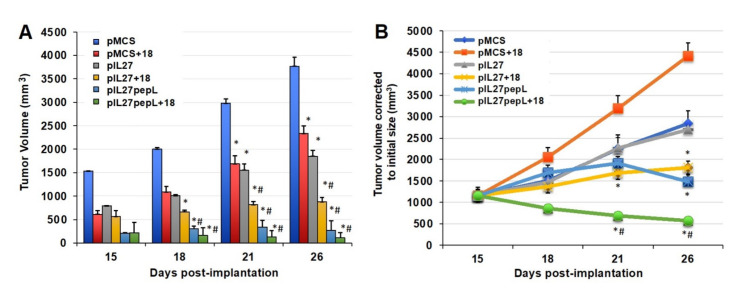
In vivo data shows tumor growth and gene expression impacted differently by the sequential 27→18 therapy. (**A**) Tumor volume (mm^3^) over time for the control (empty plasmid pMCS) and therapeutic groups (plasmids expressing untargeted IL27 (pIL27), targeted IL27 (pIL27pepL), or rIL18) for TC2Ras s.c. tumors (mean ± SEM); (**B**) Tumor volume (mm^3^) corrected to the initial tumor volume for examining the growth rate over time using ANOVA for comparing group differences (mean ± SEM). *, *p* < 0.05 compared to pMCS-treated control tumors; #, *p* < 0.05 compared to mice treated with single rIL18 or pIL27 (untargeted) therapies.

**Figure 3:**
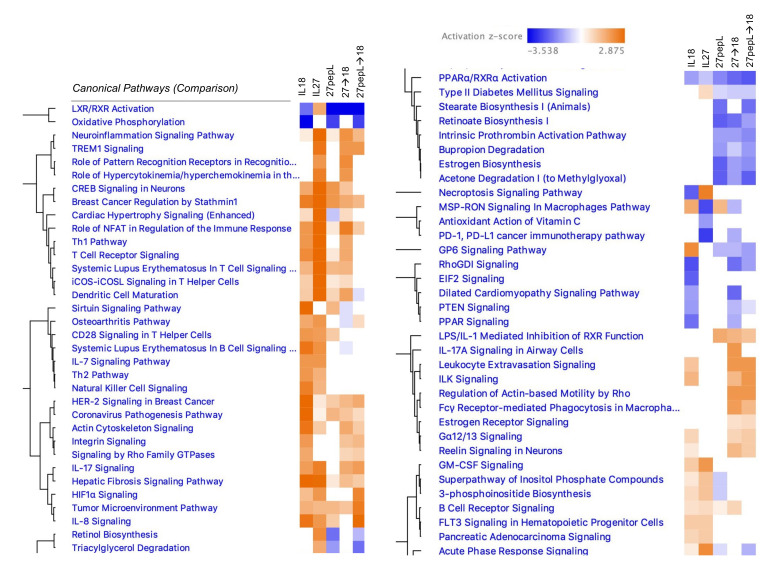
Canonical pathways comparison analysis across therapies (each lane represents a core analysis of a therapy group relative to control vector) for insights into general mechanisms of action. *Color bar,* activation z-score range, with *p* value < 0.05 as a cutoff. Hierarchical clustering was utilized in Ingenuity Pathway Analysis (IPA) to group pathways with similar patterns of z-score activation or inhibition across samples.

**Figure 4:**
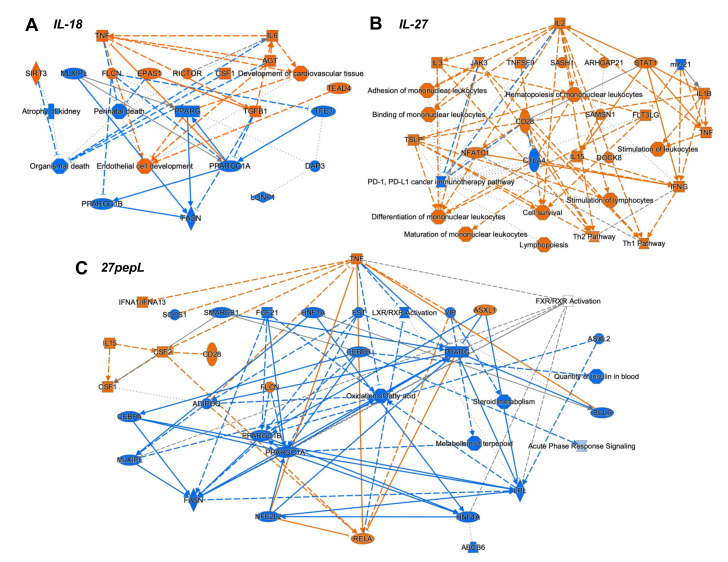
Graphical Summary for (**A**) IL-18, (**B**) IL-27, and (**C**) 27pepL single therapies.

**Figure 5:**
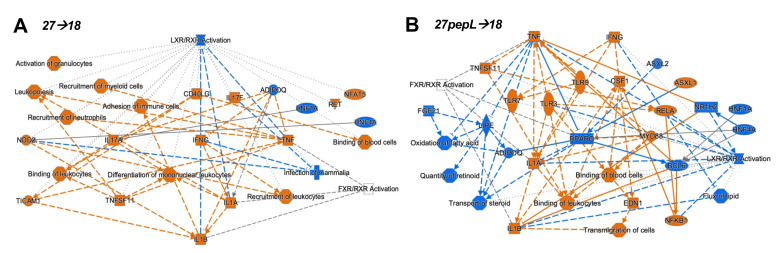
Graphical Summary for (**A**) 27→18 and (**B**) 27pepL→18 combination therapies.

**Figure 6:**
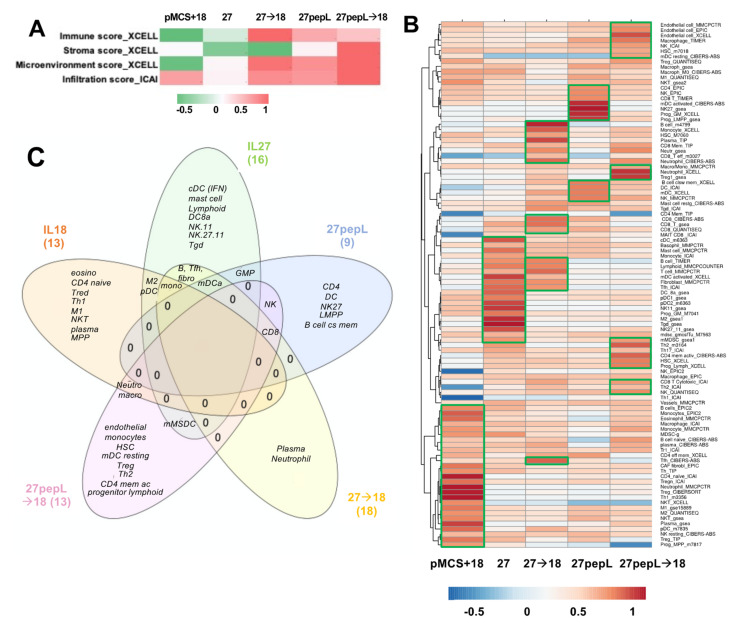
Tumor microenvironment and cellular profiling. (**A**) Immune, Stroma, Microenvironment, or Infiltration Scores. Color bar, range of relative values normalized to the highest score within each platform. (**B**) Immune cell profiling from utilizing bioinformatic tools with RNAseq tumor data, normalized within each platform, and clustered using Clustvis. Green boxes show the clusters enriched in each treatment group. (**C**) Venn diagram summarizing the main cell profile signatures detected in tumors with each therapy.

## Data Availability

Data is in process of deposit into GEO datasets, accession number pending.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/bioengineering8070090/s1, Figure S1: Patterns of Gene Expression and their correlation with potential therapeutic benefit in human prostate tumors, Figure S2: Upstream Regulators (UR) from IPA analyses, single therapies, Figure S3: Upstream Regulators from IPA analyses for the combination therapies, and Table S1: Gene expression signatures utilized in the EPIC RNAseq cell profiling analyses.

How the deposited data were processed for this re-analysis (not part of the article)

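The deposited table holds gene counts for 12 libraries of tumor RNA, 2 for each of 6 groups, and each library is a pool of 4 to 6 tumors. The authors prepared stranded poly(A) TruSeq libraries, as the methods give it, while the sample labels call the RNA total RNA, and read them paired-end on a NovaSeq instrument. The authors trimmed reads with Cutadapt and perl programs of their own, checked them with FastQC 0.11.3, aligned them to the mouse genome with HISAT2, assembled and quantified transcripts with StringTie, merged the transcriptomes with gffcompare and tested genes with edgeR. The genome build, the annotation release and the step that turned StringTie's estimates into the deposited counts are not given in the sources used here. The values are whole numbers with totals that differ between columns, so they were taken as raw counts with no scaling, and all 12 columns were used. Of 55450 gene identifiers, 55450 were matched to GENCODE M21, which served only for gene names and transcript lengths, and 217 entries share a symbol with another entry.

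Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes with too few counts were removed with filterByExpr by group, which left 20417, libraries were scaled with TMM factors, and a quasi-likelihood model with 1 term per group was fitted to all libraries at once. The common dispersion was 0.343, with 6 residual degrees of freedom and 3.43 prior ones. Each treatment was compared with pMCS, 27pepL and 27→18 each with IL-27, both 27→18 and 27pepL→18 with 27pepL, and the effect of IL-18 after either plasmid with its effect after pMCS. P-values were adjusted over all tested genes with the Benjamini-Hochberg method within each comparison, and genes were also counted at the thresholds of the paper, an unadjusted p under 0.05 and a log2 fold change beyond 1 in either direction. Gene lists with at least 5 tested members, 57 lists with 1031 genes, were tested with camera of limma 3.58.1 at a preset correlation between genes of 0.01 and again with the correlation estimated for each list, adjusted over all lists and all 5 treatments. Members of a list were also adjusted over that list alone.

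Genes were named by a rule, for each treatment the 10 genes with the largest change in each direction among those past an adjusted p of 0.05 with both treated libraries beyond both pMCS libraries and an average log2 CPM of at least 1, leaving out predicted genes. Where none passed, the 5 genes in each direction with the smallest p were taken and are given as not past the threshold. The rule also took the genes that the paper names as regulators, the cytokines delivered and their receptors, and up to 4 members of each list with the smallest p in its direction. Other genes in the text, such as the members of a list quoted for their level, were chosen after their values were seen. CPM values use TMM factors, or the raw library total where called raw, and a fold against libraries at 0 is a lower bound against 3 counts per library. For genes at 0 counts in both treated libraries the size of the log2 fold change is not measured. Standard errors are the absolute log2 fold change over the square root of the quasi-likelihood F statistic. Liver genes switched between groups were taken as those at 0.2 raw CPM or more in 6 libraries and under 0.1 in the other 6, limits set after the values were seen and tried at 1 setting.

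Depth per library was 49844915 counts in pMCS replicate 1, 54688919 counts in pMCS replicate 2, 57953199 counts in IL-18 replicate 1, 74784758 counts in IL-18 replicate 2, 52128526 counts in IL-27 replicate 1, 55856222 counts in IL-27 replicate 2, 72198051 counts in 27→18 replicate 1, 59681945 counts in 27→18 replicate 2, 75031177 counts in 27pepL replicate 1, 75062577 counts in 27pepL replicate 2, 57821514 counts in 27pepL→18 replicate 1 and 76620862 counts in 27pepL→18 replicate 2. At these depths 3 counts correspond to 0.0392 to 0.0602 raw CPM. The model was tested on simulated data for 27pepL against pMCS, with 19740 genes and 50 changed at each of 4 sizes. An adjusted p of 0.05 recovered 0 at 2-fold, 3 at 4-fold, 13 at 8-fold and 19 at 16-fold, and an unadjusted p under 0.05 recovered 8, 38, 38 and 43. Among unchanged genes, 1 passed after adjustment and 4.7% before it, and in a simulation of IL-18 against pMCS with no gene changed, 0 passed and 4.41%.

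The alternatives set beforehand were RLE scaling, no filter on low counts, the compared groups alone, a replicate block, muscle and adipocyte covariates, entries with a shared symbol summed, each library left out in turn, edgeR's exact test, DESeq2 1.42.0 and the estimated correlation for lists. DESeq2 was run on the genes that edgeR's filter kept, and with 1 library left out the lone library of a group was assumed to vary like the other groups. A term for each library's trend with transcript length, and a fit without the switched liver genes, were added after the data were seen. The length trend is the Spearman correlation, over genes above 5 CPM, of a library's log2 deviation from the mean of all libraries with log transcript length. Sequence reads, the pathway and regulator scores, the cell type scores and the comparison with human datasets were not analysed here. A few genes and a gene list that were tested are not reported here.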

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

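Of the tests in this part, the 3 on liver transcripts, and that of an IL-27 effect on interferon-gamma genes were chosen after the result was seen, and those on lymph node, fat and transcript length before it. The contrast of IL-18 after IL-27 with IL-18 after pMCS passed in 30 genes by a test of the difference itself in edgeR, all of them switched liver genes. With the switched genes left out, 0 passed. These transcripts were near 0 in 27→18 and present in pMCS, IL-18 and IL-27, so an effect of IL-18 cannot be told from a batch. Skeletal muscle genes, which the paper does not discuss, stood above pMCS in 27→18 with a mean log2 fold change of 4.79 (adjusted p = 2.9e-21, adjusted p = 0.085 with an estimated correlation, 2 of 2 libraries).

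Liver transcripts were present in all libraries of pMCS, IL-18 and IL-27 and near 0 in the other 6, with Alb at 0 raw CPM in those 6. The 3 groups without them were all given a form of IL-27, but so was the IL-27 group, which holds them, so no single agent sets the 3 apart. Of 20 directed splits of the groups 1 has such genes, which an effect of the treatments on liver genes and a batch that follows the groups would both give. Liver tissue taken along at dissection may vary from tumor to tumor, and the summed CPM of the liver list differed 3.85-fold among the 6 libraries, yet the highest, IL-27 replicate 1, is also the library rich in fat genes, and the 115 switched genes alone ran from 408 to 625 raw CPM. A common source of liver RNA or reads in 6 libraries should give near equal profiles, and the dispersion of the list was 0.446 of that of random gene sets, between the limits set for and against it. The list also holds genes outside the switched set. Its summed raw CPM was 33.7 to 81.1 in the 6 libraries without the switched genes and 1334 in IL-27 replicate 1. The dispersion of the switched genes alone was not computed, so this value decides nothing about them. These explanations cannot be told apart, because the transcripts follow whole groups and no label gives a batch.

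Replicate 1 of IL-27 stands apart from replicate 2 with high immune and fat genes. An IL-27 effect on interferon-gamma genes in both libraries goes against the values, since their median log2 CPM in replicate 2 lay at -2.08 relative to the higher pMCS library. Lymph node tissue goes against them too, as 0 of 6 lymph node genes were 8-fold or more above the highest other library, with Ccl21a at 0.153 raw CPM while Cxcl13, Ccl19 and Madcam1 were highest in replicate 1, 2.66, 3.15 and 2.78 times the next library. Fat tissue with its resident leukocytes may account for a part, since 52.6% of the immune lists called higher in IL-27 were still called with muscle and adipocyte terms, 10 of 19, which decides neither way. All list calls here use the preset correlation, and with an estimated one 0 lists passed in IL-27. Without replicate 1, MDSC and IL-17 genes kept their call (means 0.69 and 0.28) and TREM1, TNF and neutrophil genes lost it (adjusted p = 0.23, 0.083 and 0.16), so an effect in both libraries stays open for the first 2, as do, untested, a response in replicate 1 alone and a wrong or mixed sample.

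Mitochondrially encoded transcripts were lower in IL-18, 27pepL and 27pepL→18. A trend with transcript length between libraries does not remove the pattern, since with that trend in the model the list was still lower in 3 of 3 comparisons (adjusted p = 5.5e-09, 3.1e-09 and 5.2e-08 with limma's camera). A treatment effect was not tested apart from the list calls and stays open. Other technical differences in mitochondrial RNA remain possible and were not tested, since mt-Atp6 read 263 and 5555 raw CPM within 27pepL, and with an estimated correlation between genes the list passed in 0 of the 3 comparisons (adjusted p = 0.83 in each).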

How the results depend on the processing

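The length trend covariate and the fit without the switched liver genes were chosen after the results were seen, and all other alternatives before. Under RLE scaling and with shared symbols summed, all 26 counts of genes and lists stayed within 1.5 times their main value, and of 114 list calls 113 and 114 kept direction and side of the threshold. The list calls kept in this way numbered 113 without the filter on low counts, 109 with a replicate block, 111 with the compared groups alone, 114 without the switched liver genes, 107 with the length trend, 79 with muscle and adipocyte covariates and 3 with the estimated correlation. DESeq2 and the exact test give no value for lists, the exact test none for a difference of effects, the fit of compared groups none for gamma delta T genes in IL-27, and the fit without the switched genes none for those genes. Simulated 4-fold changes passed an adjusted p in 3 of 50 genes for 27pepL against pMCS.

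With the correlation between genes estimated, lists called came to 0 in IL-18, 0 in IL-27, 1 in 27→18, 1 in 27pepL and 1 in 27pepL→18. Without the filter on low counts, genes past an adjusted p came to 291 in IL-18, 817 in IL-27, 337 in 27→18, 437 in 27pepL, 366 in 27pepL→18, 977 for 27pepL against IL-27, 738 for 27→18 against IL-27, 169 for 27→18 against 27pepL, 105 for 27pepL→18 against 27pepL, 497 for the IL-18 effect with IL-27 minus without and 238 for the IL-18 effect with 27pepL minus without, and those at the paper's thresholds to 531 higher and 1003 lower in IL-18, 1755 higher and 457 lower in IL-27, 493 higher and 763 lower in 27→18, 410 higher and 1078 lower in 27pepL and 507 higher and 902 lower in 27pepL→18. With muscle and adipocyte covariates, genes past an adjusted p came to 0 in 27→18, 0 in 27pepL, 0 in 27pepL→18, 1 for 27pepL against IL-27, 0 for 27→18 against IL-27 and 0 for the IL-18 effect with IL-27 minus without, those at the paper's thresholds to 366 higher in IL-18, 192 higher in IL-27, 569 higher in 27pepL and 582 higher and 721 lower in 27pepL→18, and lists called to 35 in 27pepL and 38 in 27pepL→18. With a length trend covariate, genes past an adjusted p came to 30 in 27→18 and 1 for the IL-18 effect with IL-27 minus without, and those at the paper's thresholds to 269 lower in IL-27. With the switched liver genes left out, genes past an adjusted p came to 0 in 27→18, 0 in 27pepL, 0 in 27pepL→18, 0 for 27pepL against IL-27, 0 for 27→18 against IL-27 and 0 for the IL-18 effect with IL-27 minus without, and those at the paper's thresholds to 214 lower in 27→18. With the compared groups alone in the model, genes past an adjusted p came to 0 in 27→18, 0 in 27pepL, 0 in 27pepL→18, 0 for 27pepL against IL-27 and 0 for 27→18 against IL-27, and those at the paper's thresholds to 264 higher in IL-18, 122 higher and 75 lower in IL-27 and 244 higher in 27→18. By edgeR's exact test, genes past an adjusted p came to 73 in IL-18, 3 in IL-27, 195 in 27→18, 196 in 27pepL, 183 in 27pepL→18, 177 for 27pepL against IL-27, 183 for 27→18 against IL-27, 39 for 27→18 against 27pepL and 13 for 27pepL→18 against 27pepL, and those at the paper's thresholds to 307 higher and 510 lower in IL-18, 312 higher and 87 lower in IL-27 and 273 higher in 27→18. By DESeq2, genes past an adjusted p came to 43 in IL-18, 32 in IL-27, 171 in 27→18, 223 in 27pepL, 213 in 27pepL→18, 336 for 27pepL against IL-27, 212 for 27→18 against IL-27, 40 for 27→18 against 27pepL, 21 for 27pepL→18 against 27pepL, 130 for the IL-18 effect with IL-27 minus without and 23 for the IL-18 effect with 27pepL minus without, and those at the paper's thresholds to 264 higher and 584 lower in IL-18, 1141 higher and 248 lower in IL-27, 224 higher in 27→18 and 259 higher in 27pepL→18. With muscle and adipocyte covariates, values that turned direction, for lists by camera, were -0.78 for Acta1 for 27→18 against 27pepL, 0.23 for adipocyte genes in IL-18, -0.16 for T cell genes in IL-27, 0.90 for plasma cell genes in IL-27, -0.37 for hypoxia genes in 27→18 and -0.12 for adipocyte genes in 27pepL. The covariates are the means of the adipocyte and skeletal muscle lists, so the values of these lists and of Acta1 are set by the fit and test nothing. Apart from these lists, the only list mean that changed sign there without a turn by camera was -0.57 for Th1 genes in IL-27. The muscle covariate is high in 27→18 alone, and the adipocyte covariate is highest in IL-27 replicate 1. Calls of other lists that these 2 groups lost with the covariates therefore decide nothing about an effect. The fit without the switched liver genes has fewer genes and that of compared groups fewer libraries, and for the other alternatives the cause was not tested.

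The 2 libraries of each group carry the numbers 1 and 2, and nothing says that a number marks a shared animal, day or batch. Differences between replicate 1 and replicate 2 correlated above 0.1 in 6 of 15 pairs of groups, from -0.28 to 0.34, so the numbers were not taken as a pairing. With a replicate block, genes past an adjusted p came to 24 in 27→18, 28 in 27pepL, 24 in 27pepL→18, 28 for 27pepL against IL-27, 29 for 27→18 against IL-27 and 1 for the IL-18 effect with IL-27 minus without, and those at the paper's thresholds to 383 higher in IL-27, and 19 other counts stayed within 1.5 times their main value.

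With 1 library left out in turn, values are given as lowest to highest. Genes higher at the paper's thresholds numbered 93 to 532 in IL-18, 153 to 1956 in IL-27, 103 to 407 in 27→18, 109 to 422 in 27pepL and 163 to 396 in 27pepL→18. Genes lower at these thresholds numbered 77 to 724 in IL-18, 86 to 762 in IL-27, 336 to 825 in 27pepL and 312 to 798 in 27pepL→18. Genes past an adjusted p numbered 0 to 27 for the IL-18 effect with IL-27 minus without, 0 to 13 for the IL-18 effect with 27pepL minus without, 0 to 432 in IL-27, 29 to 433 for 27pepL against IL-27, 5 to 211 for 27→18 against IL-27, 5 to 32 in 27→18, 0 to 5 for 27→18 against 27pepL, 30 to 51 in 27pepL, 28 to 59 in 27pepL→18 and 0 to 23 for 27pepL→18 against 27pepL. Lists called numbered 16 to 48 in IL-27. Means of lists that turned direction by camera in IL-18 ran from -3.40 to 2.47 for adipocyte genes. Means of lists that turned direction by camera in IL-27 ran from -0.25 to 1.81 for LXR genes, -0.76 to 2.94 for acute phase genes, -0.56 to 0.025 for nuclear OXPHOS genes, -0.72 to 1.53 for fatty acid synthesis genes, -1.16 to 3.79 for triacylglycerol genes, -1.80 to 3.63 for interferon-gamma genes, -0.90 to 2.65 for type I interferon genes, -0.79 to 2.82 for MHC class I genes, -0.17 to 4.39 for MHC class II genes, -0.79 to 3.15 for checkpoint genes, -0.35 to 2.16 for cytokine receptor genes and -0.77 to 0.015 for MYC genes. Further such means in IL-27 ran from -0.90 to 0.046 for ribosomal protein genes, -0.89 to 2.88 for qPCR panel genes, -2.37 to 3.14 for T cell genes, -0.54 to 3.74 for CD8 genes, -2.47 to 4.39 for Th1 genes, -1.74 to 2.93 for Treg genes, -0.74 to 2.93 for Tfh genes, -0.87 to 5.21 for gamma delta T genes, -1.85 to 3.47 for NK genes, -2.51 to 5.67 for plasma cell genes, -0.64 to 2.86 for conventional dendritic cell genes and -0.83 to 2.57 for mature dendritic cell genes. Further such means in IL-27 ran from -0.25 to 2.44 for macrophage genes, -0.62 to 3.34 for M1 genes, -0.92 to 3.06 for monocyte genes, -1.19 to 3.09 for eosinophil genes, -0.42 to 1.48 for endothelial genes and -4.67 to 8.58 for adipocyte genes. Means of lists that turned direction by camera in 27→18 ran from -5.50 to 3.15 for adipocyte genes and -0.92 to 2.62 for erythroid genes. Means of lists that turned direction by camera in 27pepL ran from -5.17 to 0.94 for adipocyte genes. Means of lists that turned direction by camera in 27pepL→18 ran from -5.70 to 0.18 for adipocyte genes. Without IL-27 replicate 1, 30 of the 42 lists called in IL-27 turned direction by camera, 10 lost their call and 2, MDSC and IL-17 genes, kept it. Among the 30, the mean kept its sign for ribosomal protein genes at -0.03. The cause was not tested.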

Differences from the paper's values

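Counts of genes at the thresholds of the paper, an unadjusted p under 0.05 and a fold change above 2, were set beside the counts it states, and the marker lists set beside its cell types were matched to them after the results were seen. For higher genes in IL-18, the paper gives 305 and the count here was 169. Within 1.5 times the paper's count were 204 (a replicate block), 366 (muscle and adipocyte covariates), 264 (the compared groups alone), 307 (the exact test) and 264 (DESeq2), and outside it 173 (RLE scaling), 531 (no filter), 169 (shared symbols summed), 190 (without IL-18 replicate 1), 93 (without IL-18 replicate 2), 175 (without pMCS replicate 1) and 532 (without pMCS replicate 2).

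In IL-27, the paper states 59 lower genes and 160 were counted here. Within 1.5 times the paper's count were 75 (the compared groups alone), 87 (the exact test) and 86 (without pMCS replicate 1), and outside it 153 (RLE scaling), 457 (no filter), 135 (a replicate block), 174 (muscle and adipocyte covariates), 160 (shared symbols summed), 248 (DESeq2), 350 (without IL-27 replicate 1), 762 (without IL-27 replicate 2) and 323 (without pMCS replicate 2).

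The paper's number of lower genes in 27pepL is 260, with 518 here. Within 1.5 times the paper's count were 336 (without pMCS replicate 1), and outside it 517 (RLE scaling), 1078 (no filter), 444 (a replicate block), 538 (muscle and adipocyte covariates), 518 (shared symbols summed), 426 (the compared groups alone), 518 (the exact test), 731 (DESeq2), 732 (without pMCS replicate 2), 423 (without 27pepL replicate 1) and 825 (without 27pepL replicate 2).

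Genes lower in 27pepL→18 number 253 in the paper and 442 here. Within 1.5 times the paper's count were 362 (the compared groups alone), 312 (without pMCS replicate 1) and 369 (without 27pepL→18 replicate 1), and outside it 443 (RLE scaling), 902 (no filter), 383 (a replicate block), 721 (muscle and adipocyte covariates), 442 (shared symbols summed), 448 (the exact test), 631 (DESeq2), 633 (without pMCS replicate 2) and 798 (without 27pepL→18 replicate 2). With the switched liver genes left out, a setting chosen after seeing the values, the count was 325, also within 1.5 times, and how many of the paper's own called genes it drops is not known, since the paper's gene list was not used here. That setting left the other counts outside 1.5 times, at 401 lower in 27pepL, 168 higher in IL-18 and 158 lower in IL-27.

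Cell types of the paper without a list, such as NKT, naive CD4 and lymphoid cells, were left out. Of 47 pairings of a group with a cell type the paper finds enriched, 38 had a list mean above 0 here and 20 were called higher by limma's camera. Over all cell type lists these numbers were 104 and 50 of 130, a like share, and all groups share the pMCS libraries. By group, means above 0 and calls were 6 and 1 of 11 in IL-18, 13 and 9 of 13 in IL-27, 4 and 2 of 6 in 27→18, 4 and 2 of 6 in 27pepL, and 11 and 6 of 11 in 27pepL→18. Without IL-27 replicate 1, 2 of the 13 in IL-27 had a mean above 0 and 1 was called higher. The paper has CTLA4 lowered by IL-27 in a pathway summary, a measure unlike a transcript level. The transcript Ctla4 was at a log2 fold change of 2.78 (adjusted p = 1 from edgeR), with 10.7 and 0.78 CPM against 0.331 and 1.33, so replicate 1 lies above both pMCS libraries and replicate 2 between them. Of 7 inhibited regulators of IL-27 in the paper that were looked at, 5 were above 0 and 2 below in their own transcripts, at 2.40 for Irgm1, 2.25 for Il10ra, 0.30 for Sirt1, 0.24 for Insig1, 0.13 for Trim24, -0.09 for Pnpt1 and -0.78 for Socs1 (adjusted p = 1 for each), and in Irgm1 and Il10ra replicate 2 of IL-27 lies within the range of pMCS. The paper predicts regulators from the differentially expressed genes, a measure unlike a regulator's own transcript, so these values do not contradict it. The paper predicts activation of the acute phase response in groups holding IL-27 but lists it as inhibited in 27pepL, and its genes had a mean of 1.59 in IL-27, -0.75 in 27→18, -1.81 in 27pepL and -0.96 in 27pepL→18, above 0 in 1 of the 3 groups other than 27pepL. The paper predicts activation of NK and Th2 pathways in IL-18, where NK genes were at -0.34 and Th2 genes at -0.97 (adjusted p = 0.99 and 0.58 with camera). The paper's immune score is highest in 27→18, while pan-leukocyte genes had a mean of 1.94 in IL-27 against 0.74 in 27→18, and -0.10 in IL-27 without its replicate 1. Its stroma score is highest in 27pepL→18, while endothelial genes were at 0.45 there and 0.88 in IL-27, or -0.42 without IL-27 replicate 1, and fibroblast genes at 0.08 and 0.38. The immune and stroma scores of the paper come from a cell type tool that was not rerun, a measure unlike the mean of a marker list.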

Other observations

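All tests in this part are on lists and genes set before the results were seen, apart from the genes quoted as examples. Cells short of oxygen raise glycolytic enzymes and other targets of HIF. Hypoxia genes rose as a list in IL-18 (mean log2 fold change 0.56, adjusted p = 1.3e-06, adjusted p = 0.84 with an estimated correlation, 2 of 2 libraries), 27→18 (mean 0.35, adjusted p = 0.0027, adjusted p = 0.84 with an estimated correlation, 2 of 2 libraries), 27pepL (mean 0.40, adjusted p = 1.3e-04, adjusted p = 0.84 with an estimated correlation, 2 of 2 libraries) and 27pepL→18 (mean 0.45, adjusted p = 8.6e-05, adjusted p = 0.84 with an estimated correlation, 2 of 2 libraries), and were at 0.40 (adjusted p = 0.1) in IL-27. Considered singly, 0 members passed in edgeR over all genes or adjusted over the list alone, while 1 of 26 IL-18 hypoxia genes, 0 of 26 27→18 hypoxia genes, 0 of 26 27pepL hypoxia genes and 0 of 26 27pepL→18 hypoxia genes had an unadjusted p under 0.05, and DESeq2 called 0 and the exact test 0. Leaving out 27→18 replicate 2 gave a mean of 0.07 for 27→18 hypoxia genes (adjusted p = 0.24), and without 27pepL→18 replicate 2 it was 0.02 for 27pepL→18 hypoxia genes (adjusted p = 0.088). Kept calls came with means of 0.85 for IL-18 hypoxia genes without IL-18 replicate 1, 0.19 for IL-18 hypoxia genes without IL-18 replicate 2 and 0.53 for 27→18 hypoxia genes without 27→18 replicate 1. Fitted with muscle and adipocyte covariates, the mean was -0.37 for 27→18 hypoxia genes (adjusted p = 0.43), 0.29 for 27pepL hypoxia genes (adjusted p = 0.08) and 0.13 for 27pepL→18 hypoxia genes (adjusted p = 0.43).

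Antigen display and mast cells were not named for the double therapies. MHC class II genes (mean log2 fold change 1.17, adjusted p = 0.004, adjusted p = 0.84 with an estimated correlation, 2 of 2 libraries), MHC class I genes (mean 0.67, adjusted p = 0.0043, adjusted p = 0.87 with an estimated correlation, 2 of 2 libraries) and mast cell genes (mean 1.55, adjusted p = 0.0043, adjusted p = 0.84 with an estimated correlation, 1 of 2 libraries) rose as lists in 27→18, and MHC class I genes (mean 0.49, adjusted p = 0.027, adjusted p = 0.94 with an estimated correlation, 2 of 2 libraries) and mast cell genes (mean 1.42, adjusted p = 0.0043, adjusted p = 0.84 with an estimated correlation, 2 of 2 libraries) in 27pepL→18. Individually, 0 members passed in edgeR over all genes or adjusted over the list alone, while 0 of 9 MHC class II genes, 0 of 17 27→18 MHC class I genes, 0 of 9 27→18 mast cell genes, 0 of 17 27pepL→18 MHC class I genes and 0 of 9 27pepL→18 mast cell genes had an unadjusted p under 0.05, and DESeq2 called 0 and the exact test 0. Omitting 27→18 replicate 1 gave a mean of 0.81 for MHC class II genes (adjusted p = 0.082), 0.43 for 27→18 MHC class I genes (adjusted p = 0.12) and -0.03 for 27→18 mast cell genes (adjusted p = 0.23), and without pMCS replicate 1 it was 0.74 for MHC class II genes (adjusted p = 0.26), 0.55 for 27→18 MHC class I genes (adjusted p = 0.11), 1.72 for 27→18 mast cell genes (adjusted p = 0.47), 0.37 for 27pepL→18 MHC class I genes (adjusted p = 0.23) and 1.03 for 27pepL→18 mast cell genes (adjusted p = 0.57). In a fit without 27pepL→18 replicate 1, the mean was 0.41 for 27pepL→18 MHC class I genes (adjusted p = 0.14). The call held but the mean became 2.38 for MHC class II genes, 4.59 for 27→18 mast cell genes and 3.91 for 27pepL→18 mast cell genes without pMCS replicate 2 and 0.66 for 27pepL→18 mast cell genes without 27pepL→18 replicate 1.

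In IL-27, growth programs lay lower and fat genes higher. Adipocyte genes rose as a list (mean log2 fold change 3.55, adjusted p = 3.2e-06, adjusted p = 0.84 with an estimated correlation, 1 of 2 libraries), and proliferation genes (mean -0.37, adjusted p = 1.3e-05, adjusted p = 0.84 with an estimated correlation, 2 of 2 libraries), MYC targets (mean -0.33, adjusted p = 2.1e-04, adjusted p = 0.84 with an estimated correlation, 1 of 2 libraries) and ribosomal protein genes (mean -0.41, adjusted p = 1.7e-06, adjusted p = 0.88 with an estimated correlation, 1 of 2 libraries) fell. The level of ribosomal protein genes also goes with a library's trend over transcript length, at 10.45 mean log2 CPM in replicate 2, where it is negative, and 9.61 in replicate 1, where it is positive. Tested on their own, 0 members passed in edgeR over all genes or adjusted over the list alone, while 5 of 22 adipocyte genes, 1 of 26 proliferation genes, 0 of 22 MYC genes and 0 of 75 ribosomal protein genes had an unadjusted p under 0.05, and DESeq2 called 0 and the exact test 0. Where IL-27 replicate 1 was left out, the mean was -4.67 for adipocyte genes (adjusted p = 4.8e-07), -0.07 for proliferation genes (adjusted p = 0.82), 0.01 for MYC genes (adjusted p = 0.67) and -0.03 for ribosomal protein genes (adjusted p = 0.54), and without pMCS replicate 1 it was 2.67 for adipocyte genes (adjusted p = 0.29) and 0.05 for ribosomal protein genes (adjusted p = 0.3). Without pMCS replicate 2, the mean was -0.25 for proliferation genes (adjusted p = 0.0535). Kept calls came with means of 8.58 for adipocyte genes and -0.66 for ribosomal protein genes without pMCS replicate 2 and -0.74 for proliferation genes, -0.77 for MYC genes and -0.90 for ribosomal protein genes without IL-27 replicate 2.

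Of the delivered cytokines and their receptors, CPM of Ebi3, the IL-27 subunit, was 0.544 and 1.56 in pMCS, 1.88 and 1.04 in IL-18, 13.3 and 0.928 in IL-27, 3.02 and 3.21 in 27→18, 3.41 and 1.99 in 27pepL and 2.5 and 2.42 in 27pepL→18, and CPM of Il27, the other subunit, 0.26 and 0 in pMCS, 0.113 and 0 in IL-18, 1.18 and 0.0928 in IL-27, 0.374 and 0.289 in 27→18, 0.0579 and 0.0965 in 27pepL and 0.156 and 0 in 27pepL→18. Il18bp, which neutralizes IL-18, had CPM of 3.5 and 3.13 in pMCS, 2.58 and 1.57 in IL-18, 22.4 and 1.74 in IL-27, 1.98 and 5.83 in 27→18, 4.22 and 2.13 in 27pepL and 4.27 and 7.35 in 27pepL→18. The ribosomal RNA transcript AY036118 held 57943 raw CPM in pMCS replicate 1 and 623 in IL-27 replicate 1.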
